# Embryonic vitamin D deficiency programs hematopoietic stem cells to induce type 2 diabetes

**DOI:** 10.1038/s41467-023-38849-z

**Published:** 2023-06-13

**Authors:** Jisu Oh, Amy E. Riek, Kevin T. Bauerle, Adriana Dusso, Kyle P. McNerney, Ruteja A. Barve, Isra Darwech, Jennifer E. Sprague, Clare Moynihan, Rong M. Zhang, Greta Kutz, Ting Wang, Xiaoyun Xing, Daofeng Li, Marguerite Mrad, Nicholas M. Wigge, Esmeralda Castelblanco, Alejandro Collin, Monika Bambouskova, Richard D. Head, Mark S. Sands, Carlos Bernal-Mizrachi

**Keywords:** Diabetes, Calcium and vitamin D

## Abstract

Environmental factors may alter the fetal genome to cause metabolic diseases. It is unknown whether embryonic immune cell programming impacts the risk of type 2 diabetes in later life. We demonstrate that transplantation of fetal hematopoietic stem cells (HSCs) made vitamin D deficient in utero induce diabetes in vitamin D-sufficient mice. Vitamin D deficiency epigenetically suppresses *Jarid2* expression and activates the *Mef2*/*PGC1a* pathway in HSCs, which persists in recipient bone marrow, resulting in adipose macrophage infiltration. These macrophages secrete miR106-5p, which promotes adipose insulin resistance by repressing PIK3 catalytic and regulatory subunits and down-regulating AKT signaling. Vitamin D-deficient monocytes from human cord blood have comparable *Jarid2/Mef2/PGC1a* expression changes and secrete miR-106b-5p, causing adipocyte insulin resistance. These findings suggest that vitamin D deficiency during development has epigenetic consequences impacting the systemic metabolic milieu.

## Abstract (web summary)

Environmental conditions during pregnancy contribute to offspring metabolic disease. Here, the authors show that immune cells reprogrammed in utero by maternal vitamin D deficiency increase lifetime diabetes risk in the offspring and are sufficient to transplant diabetes.

## Introduction

Nearly 100 million Americans have either type 2 diabetes mellitus (T2DM) or prediabetes as a manifestation of insulin resistance (IR)^1^. Because rates of T2DM and its complications are increasing at such an alarming rate, America’s youth, for the first time in modern history, may have a shorter life expectancy than their parents^2^. Although chronic inflammation plays a crucial role in developing insulin resistance, the predisposing factors that alter immune cells are still unclear. Since the early 1980s, several historical cohort studies in diverse populations have provided evidence for the “developmental origins of adult disease hypothesis,” which posits that environmental factors in utero or during the early postnatal period program patterns of infant growth that result in increased susceptibility to IR and obesity later in life^3–5^. Therefore, identifying such factors and the tissues affected by the epigenetic program initiated in utero are key to developing patient treatment strategies and preventative therapies for future generations.

During embryogenesis, the genome undergoes a critical period of reprogramming in response to environmental stimuli^6^. While this process of genome-wide epigenetic reprogramming can provide an evolutionary benefit by facilitating rapid adaptation of the phenotype to the environment, it can also induce lifelong maladaptive changes, predisposing individuals to IR and obesity later in life^7,8^. Early studies examining the regulation of metabolic disease by the epigenome from diverse exposures such as maternal under- or overnutrition were focused on metabolically active tissues such as the liver, endocrine pancreas, and adipose tissue. However, even though immune cells might be a unifying mechanism causing metabolic disease, there is a lack of studies that identify the epigenetic signature(s) of immune cells programmed during embryogenesis that predisposes to adult onset of IR and diabetes.

Changes to chromatin structure and function during embryogenesis are critical in determining appropriate gene expression patterns that drive distinct cell lineages^9^. Epigenetic modifications such as DNA CpG methylation and covalent modifications of histones can alter gene expression, often by structural modifications in the absence of changes in DNA sequence^10^. Modulation of DNA methylases (DNMT) along with histone-modifying enzymes regulating chromatin function have been previously linked to IR^11^. Deleting the H3K9-specific demethylase Jhdm2a induces obesity, hyperlipidemia, and IR in mice by repressing adipose PPARα and UCP-1 expression^12^. Mice lacking DNMT3a are protected from diet-induced IR and glucose intolerance^13^, and pharmacological inhibition of DNMTs relieves DNMT1-mediated repression of adipose adiponectin expression, improving IR in obese mice^14^. These data suggest that genetic and pharmacologic inhibition of chromatin-opening enzymes promotes global metabolic dysregulation and IR^15^.

Interestingly, studies in monozygotic twins have suggested a direct correlation between global DNA methylation in peripheral blood leukocytes and the severity of IR, implicating the epigenetic modification of immune cells in the development of diabetes^16^. Moreover, epidemiological studies have demonstrated an association between inactivating mutations of the epigenetic enzyme TET2, which induces clonal myeloid and lymphoid expansion, and the development of T2DM and cardiovascular disease in humans^17,18^. In mice, a causal relationship between epigenetic immune cell dysfunction and metabolic disease has been illustrated by bone marrow transplantation from donor mice with inactivating mutations of TET2 to wild-type recipient mice, which was sufficient to induce macrophage adipose infiltration, pro-inflammatory cytokine IL-1β secretion, and obesity-related IR^19^. Thus, discovering environmental factor(s) regulating the enzymes controlling the chromatin state in immune cells during embryogenesis could be critical for preventing chronic inflammatory diseases such as diabetes.

In the U.S., 80% of pregnant African-American females and 60% of pregnant Caucasian females are vitamin D-deficient or insufficient^20^. Vitamin D deficiency [VD(-)] is associated with low birth weight and small for gestational age, processes which increase susceptibility to obesity, IR, and diabetes later in life^21–23^. Murine studies confirm that in utero vitamin D deficiency results in offspring systemic inflammation, hepatic steatosis, excess adiposity, and IR that persist despite vitamin D supplementation after birth, implying that vitamin D deficiency during gestation induces epigenetic programming^24–28^. However, the tissue(s) carrying the underlying cellular program to cause offspring IR has remained elusive.

Multiple studies strongly suggest a role for the vitamin D receptor (VDR) in hematopoiesis. VDR knockout mice have persistent changes in lymphocytic and myelocytic function and cytokine profiles, suggesting the importance of VDR signaling for immune cell programming during embryogenesis^29^. Vitamin D is known to regulate multiple components of the epigenetic machinery, though the net effects of this regulation are mixed depending upon the system studied^30^. Polycomb group (PcG) proteins, made up of the initiation complex PRC2 and maintenance complex PRC1, play an important role in maintaining transcriptional repression of target genes through chromatin modifications^31^. PRC2 requires Jarid2 for its repressive activity, and both affect the proliferative and self-renewal capacities of hematopoietic stem cells to influence their immune program ^32^. Prior studies have linked active vitamin D to the upregulation of murine macrophage *Jarid2* expression, but the effects of this interaction on the immune cell epigenome as it contributes to metabolic disease are unknown^30^.

Our previous studies indicated that macrophage-specific VDR deletion is sufficient to induce IR and hypertension by promoting a pro-inflammatory macrophage phenotype in metabolic tissues, suggesting that altered VDR signaling in immune cells during embryogenesis programs pro-inflammatory immune cells to cause IR in the offspring^28,33^. In this study, by using transplantation of fetal hematopoietic stem cells (HSCs) exposed to VD deficiency in utero into VD-sufficient mice, we identified an epigenetic program of a single, non-metabolically active tissue compartment that is mitotically stable and sufficient to induce type 2 diabetes.

## Results

### Hematopoietic stem cells from vitamin D-deficient embryos transplant insulin resistance

To determine whether the fetal immune cell program induced by VD deficiency is sufficient to cause IR in different mouse backgrounds, C57BL/6 and C57BL/6-LDLR^−/−^GFP^+/−^ (a model of diet-induced IR) female mice were fed a vitamin D-deficient or sufficient diet four weeks before pregnancy. We confirmed that the dams were vitamin D deficient at mid-gestation [25(OH)D 9 ± 3 vs. 35 ± 2 ng/mL]. There were no differences in dam or fetus weights, food intake, serum calcium, glucose, or lipids between VD(−) and VD(+) dams (Supplementary Fig. 1A–E). We isolated fetal (E13) liver HSCs from embryos obtained from VD(−) and VD(+) dams in the C57BL/6 and C57BL/6-LDLR^−/−^GFP^+/−^ background. VD(-) isolated fetal liver donor cells had a higher percentage of long-term (LT) and short-term (ST) HSCs, common myeloid progenitors (CMP), granulocyte-macrophage progenitors (GMP), megakaryocyte erythroid progenitors (MEP), and macrophage dendritic cell progenitors (MDP) compared to VD(+) isolated fetal liver donor cells (Supplementary Fig. 2A–D). Fetal liver cells were then transplanted into genotype-matched 8-week-old VD-sufficient mice in the C57BL/6 or C57BL/6-LDLR^−/−^ GFP^+/−^ background, respectively. Eight weeks after transplantation, both groups of primary recipients had similar weights, and 90% of peripheral blood cells were of donor origin. Furthermore, 98% of epididymal immune cells from the stromal vascular fraction (SVF) of recipients 30 weeks after transplantation were of donor origin (Supplementary Fig. 3A–E). Recipient BM cells of VD(−) HSCs demonstrated a pattern of immune cell progenitors similar to that of VD(−) donor HSCs with a higher percentage of LT- and ST-HSCs and myeloid progenitors compared to VD( + ) BM cells (Supplementary Fig. 3F).

To examine the metabolic implications of both groups of recipient mice, we performed intraperitoneal glucose tolerance testing (GTT) and insulin tolerance testing (ITT). Mice of both sexes and genetic backgrounds receiving VD(−) HSCs demonstrated fasting hyperglycemia, impaired glucose tolerance, and IR, independent of the VD status of the recipient mice (Fig. 1A, B and Supplementary Fig. 4A, B). To determine if the IR phenotype was transmitted by multipotent VD(−) HSCs and preserved over time despite normal VD status in all recipients, we evaluated the IR phenotype in 6-month-old VD(+) primary recipients and also performed secondary transplants into VD(+) recipients using bone marrow from VD(+) primary recipients transplanted with VD(−) HSCs. At 6 months post-transplant, both primary and secondary recipients maintained a stable IR phenotype (Fig. 1C–F). LDLR deletion did not affect the IR phenotype induced by VD(−) HSCs in either primary or secondary recipients (Supplementary Fig. 4C–F). Transfer of VD(−) HSCs did not alter recipient insulin levels after glucose challenge (Supplementary Fig. 5A–C). These data confirm that in utero VD deficiency induces an HSC program that confers persistent IR in VD-sufficient primary and secondary transplant recipients.

**Fig. 1:**
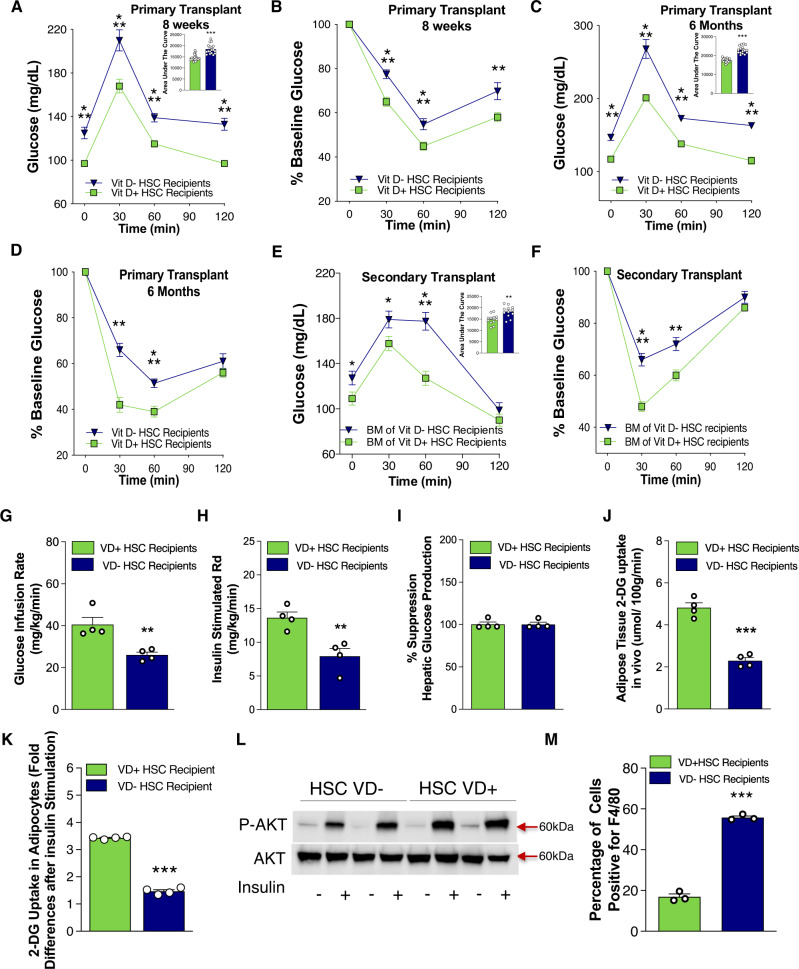
In utero VD deficiency reprograms HSCs to transfer IR. **A**–**J** Vitamin D-sufficient CD45.1^+^ C57BL6 mice were transplanted with VD(−) or VD( + ) FL-HSCs from CD45.2^+^ C57BL6 mice (primary; *n* = 20/group), then these primary recipients were used as BM transplant donors for vitamin D-sufficient mice (secondary; 20 transplanted mice/group). Glucose and insulin tolerance tests were performed at (**A**, **B**) 8 weeks VD(−)(*n* = 18, VD( + ) = 20 mice/group from two independent experiments) and **C**, **D** 6 months post-primary-transplant (VD(−) *n* = 15, VD(+) *n* = 16 mice) and **E, F** 8 weeks post-secondary-transplant (*n* = 12/group). The area under the curve is included on the glucose tolerance test insets. Hyperglycemic-euglycemic clamps were conducted in primary transplant recipients after 8 weeks (*n* = 4/group). Data are reported as **G** glucose infusion rate, **H** insulin-stimulated glucose disposal rate (Rd), **I** change in hepatic glucose production, and **J** insulin-stimulated 2-DG uptake in adipose tissue. **K**–**M** Primary eWAT was isolated from VD(−) or VD( + ) FL-HSC recipients. **K** Ex vivo insulin-stimulated 2-DG uptake (*n* = 4/group). **L** Western blot analysis of phospho- and total AKT levels following insulin stimulation. **M** Percentage of F4/80-positive cells by manually counting 15 light microscopy fields under ×20 objective per mouse (*n* = 3/group). Data presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 vs. VD( + ) FL-HSCs recipients by two-tailed unpaired *t* test. Actual *P* values are shown in the source data file.

Hyperinsulinemic-euglycemic clamping performed 8 weeks after the primary transplant showed that peripheral rather than hepatic IR was induced in C57BL6 VD(-) HSC recipients under conditions of vitamin D sufficiency (Fig. 1G–I). Insulin-stimulated uptake of 2-deoxyglucose (2-DG) at the end of the clamp identified perigonadal fat rather than the muscle as the primary insulin-resistant tissue (Fig. 1J and Supplementary Fig. 5D, E). These findings in epididymal white adipose tissue (eWAT) of VD(−) HSC recipients were supported ex vivo by a reduction in insulin-stimulated 2-DG uptake and phospho-AKT. The eWAT demonstrated increased immune cell infiltration/proliferation that was >99% donor-derived with a predominance of pro-inflammatory M1 macrophages with increased adhesion and migration (Fig. 1K–M and Supplementary Fig. 6A–F), suggesting that the eWAT macrophage population responsible for inducing IR was not an embryonic-derived from the host resident macrophages. We also analyzed immune cell infiltration in subcutaneous adipose tissue, liver, brown fat, and muscle and eWAT adipocyte size in recipients at 30 weeks post-primary transplant and identified no difference in immune cell number in these tissues or eWAT adipocyte size (Supplementary Figs. 6G and  7A–E). Since these findings implicated macrophage eWAT infiltration as the primary mechanism by which IR is induced in VD(−) HSC recipients, we limited our analysis of macrophage phenotype and function to those isolated from eWAT. Together, these results suggest that in utero VD deficiency induces an HSC program that increases epidydimal adipose macrophage infiltration/proliferation to cause IR.

### Fetal vitamin D deficiency represses Jarid2 expression

To elucidate the HSC program associated with VD deficiency, we performed a multi-omic analysis of mRNA and miRNA expression. 

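The mRNA data are arrays of total RNA from the bone marrow (BM) of mice that had received fetal liver hematopoietic stem cells (FL-HSCs) from VD(−) or VD(+) embryos. The table analysed here holds 10 arrays, 5 of VD(−) and 5 of VD(+) HSC recipient BM. In each group 3 arrays carry RNA of single samples and 2 carry pooled RNA. Whether the pools hold RNA of the single mice is not known, so p-values measure the spread between these arrays. For the time of collection the text of the paper gives 8 weeks after transplant and the legend of Fig. 2 gives 16 weeks, while the sample labels speak of mice aged 8 weeks. The labels name BM as the source and, in the treatment field, BM macrophages, and they give both sexes without saying which mouse is which. The methods name a miRNA array, whereas the probe sets of the table belong to a whole-transcript mouse gene array, which measures mRNAs and some miRNA precursors. The authors processed the signals in Partek Genomics Suite 6.6 with RMA, which corrects the background, makes the distributions of the arrays alike and sums the probes of a probe set on the log2 scale. The array medians lay between 4.74 and 4.80 on that scale, and no further normalization was applied. Of the 35556 probe sets, 21789 list 1 gene, 1621 list several and 12146 list none, and genes were named only from the first kind. Groups were compared with limma, which takes the spread of each probe set together with that of all others, and adjusted p-values are from the Benjamini-Hochberg method over all probe sets. The number of arrays limits the precision. On simulated data with 5 arrays against 5 and 35556 probe sets, 4% of the probe sets changed by 0.25 on the log2 scale, 32% of those changed by 0.5, 80% of those changed by 1 and 98% of those changed by 2 were found at an adjusted p under 0.05. The Y-linked genes Kdm5d, Eif2s3y and Uty had a mean log2 value of 6.64 in VD(−) replicate 1, 6.80 in VD(−) pool 1 and 5.31 in VD(−) pool 2. In the other 7 arrays, all 5 of VD(+) among them, this mean lay between 2.25 and 2.56. Xist, the RNA made from the inactive X chromosome, was at 7.76, 8.14 and 9.83 in those 3 VD(−) arrays and between 10.16 and 10.30 in VD(+).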

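Cd14, the co-receptor through which monocytes and macrophages sense bacterial lipopolysaccharide, rose in VD(−) HSC recipient BM. Its log2 value was 7.79 ± 0.41 (SD, n = 5 arrays) against 6.09 ± 0.23 (SD, n = 5) in VD(+), a log2 fold change of 1.70 (SE 0.19, adjusted p = 0.0109 from limma). Slc26a1, a sulfate anion transporter, rose from 4.91 ± 0.13 to 5.93 ± 0.15 (SD, n = 5 each), a log2 fold change of 1.02 (SE 0.09, adjusted p = 0.00228 from limma). Mid1, an X-linked ubiquitin ligase that binds microtubules, fell by 0.99 on the log2 scale (SE 0.11, adjusted p = 0.0109 from limma), from 6.67 ± 0.25 to 5.67 ± 0.07 (SD, n = 5 each). Fcer2a, which encodes the low-affinity IgE receptor CD23 of mature B cells, fell by 0.58 (SE 0.08, adjusted p = 0.0305 from limma). By a rule set before the data were examined, the 12 largest rises and the 12 largest falls were named among annotated genes whose 5 arrays of one group all lie above the 5 of the other, with predicted or numbered gene models, olfactory and vomeronasal receptors, small RNAs and pseudogenes left out. Of these rises, 7 passed an adjusted p under 0.05. They were Cd14, Slc26a1, the immunoglobulin kappa segment Igkv4-91 (1.63), Cnot8 of the CCR4-NOT complex that shortens mRNA tails (1.22), Lmbr1 (0.98), the ribosomal protein gene Rps3a1 (0.91) and the homeodomain protein gene Hopx (0.69). The other rises had an adjusted p of 0.101 or more, among them Efemp1 with a log2 fold change of 1.04, Vsig4, a complement receptor of tissue macrophages, with 0.84 (0.45 in the pools alone), and Rarres2, which encodes chemerin, with 0.79. Of the 12 falls, 5 passed, namely Mid1, Entpd4, a nucleotide hydrolase of the Golgi (−0.89), Scrg1 (−0.78), Fcer2a and Phyhip (−0.57). The numbered gene model G530011O06Rik, which the rule leaves out and which was chosen after its values were seen, fell by 1.84 (adjusted p = 0.0248 from limma). Igha, the constant region of IgA, had a log2 fold change of −0.69 and an adjusted p of 0.0829. A probe set listed for both Loxl2, a lysyl oxidase family member, and Gm21451 fell by 2.00 (SE 0.17, adjusted p = 0.00214 from limma). A probe set listed for Apoc2, the cofactor of lipoprotein lipase, and Gm44805 had a log2 fold change of 0.58 (SE 0.09, adjusted p = 0.0516 from limma).

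Over all probe sets, 16 were higher and 26 lower in VD(−) at an adjusted p under 0.05. Of these 42, 20 list 1 gene, 3 several and 19 none. Of the 20, 14 were higher and 6 lower. What the 19 measure was not examined, and probe sets 10508800 and 10573865 among them have identical values. The 42 are therefore not a count of separate transcripts. Probe set 10421186, which lists no gene and was chosen after its values were seen, had an adjusted p of 1.91e-07 from limma. Its measured difference was −4.47, but its VD(−) values of 2.73 to 3.19 lay near the low end of the scale and are not shown to be above background, so this is only a lower bound on the size of its fall. At the thresholds of the methods, a nominal p under 0.05 with a ratio above 1.19 or below 0.94, 939 probe sets were higher and 1150 lower. These hold 494 distinct genes that were higher and 627 that were lower among probe sets with 1 gene. At a nominal p alone 2520 probe sets passed, where 1778 would pass by chance, and 1370 of them were higher and 1150 lower, of which 939 and 1150 also met the unequal ratios. The 5 arrays of one group all lay above the 5 of the other for 324 probe sets that were higher and 228 that were lower, or 1.55% of the probe sets, and chance gives 0.794%. The methods' t-test gave 690 higher and 1153 lower at the same thresholds and 9 probe sets after the Benjamini-Hochberg method. Among these are Slc26a1, Lmbr1 and Phyhip, but not the other 9 of the 12 genes above, whose adjusted p by that test ran from 0.0862 for Mid1 and 0.0984 for Cd14 and Fcer2a to 0.164 for Cnot8. With the 3 single arrays of each group 1 probe set passed the adjusted p, and with the 2 pools of each group 2 did. Leaving out 1 array gave 12, 21, 7, 23 and 12 probe sets without VD(+) replicate 1, 2 and 3, pool 1 and pool 2, and 14, 43, 18, 12 and 14 without the same arrays of VD(−), and all 42 kept their sign each time. Slc26a1 and Lmbr1 passed in each of these 10 fits. Cd14 and Mid1 passed in 9, with an adjusted p of 0.0540 without VD(+) replicate 3, Entpd4 in 6, Phyhip in 5, Igkv4-91 and Rps3a1 in 4, Cnot8 in 2, and Hopx, Scrg1 and Fcer2a in 1. With the Y-linked signal less Xist as a covariate 25 probe sets passed, of which 11 were among the 42. That signal varied only within VD(−), so this fit rests largely on VD(−) replicates 2 and 3 against VD(+). The log2 fold change of Cd14 was then 2.05 (adjusted p = 0.00380), that of Slc26a1 0.94 (adjusted p = 0.0212), that of Mid1 −0.94 (adjusted p = 0.0973) and that of Fcer2a −0.65 (adjusted p = 0.0831).

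**Figure D1:**
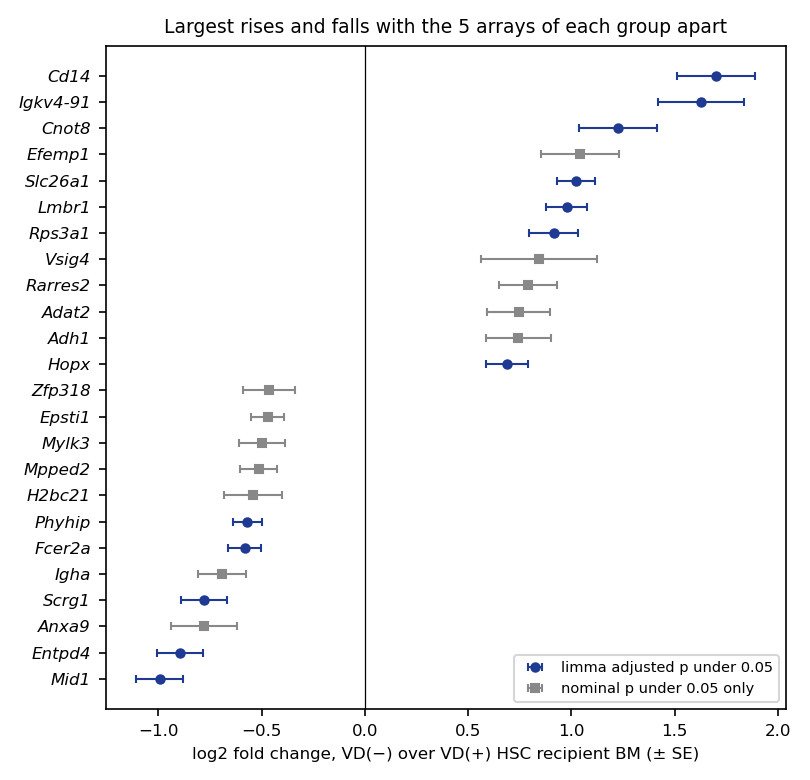
Log2 fold change, VD(−) over VD(+) HSC recipient BM, on the horizontal axis for the 12 largest rises and 12 largest falls among annotated genes whose 5 arrays per group do not overlap, with predicted or numbered gene models such as G530011O06Rik (−1.84) left out. Points are limma estimates, bars are ± SE, blue circles passed an adjusted p under 0.05 and grey squares a nominal p only. Among the genes drawn, Cd14 stands highest at 1.70 and Mid1 lowest at −0.99.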

Transcriptome analysis showed consistent upregulation of 391 genes and downregulation of 657 genes in the BM of VD(−) vs. VD( + ) HSC transplant recipients at 8 weeks post-transplant (GEO: GSE158763) (Fig. 2A). 

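With a preset correlation between genes, limma's camera placed markers of mature B cells lower in VD(−) HSC recipient BM, and genes of the mitochondrial ribosome, MYC targets and genes of proinflammatory macrophages higher. With an estimated correlation none of these calls held (adjusted p = 0.451 for mature B cells, MYC targets and proinflammatory macrophages, and adjusted p = 0.531 for the mitochondrial ribosome). Of 12 measured markers of mature B cells, 11 were below 0 and 4 were lower at a nominal p under 0.05, with Fcer2a the only one past an adjusted p over all probe sets and 2 when adjusted over the list alone. The log2 fold change was −0.45 (SE 0.14) for Ms4a1, which encodes CD20, −0.35 (SE 0.15) for Cd22, an inhibitory co-receptor of the B cell receptor, and −0.19 (SE 0.08) for Cd55, and the list's median was −0.20. Of 45 genes of the mitochondrial ribosome, which translates the subunits encoded in mitochondrial DNA, 42 were above 0 and 10 were higher at a nominal p, with a median of 0.15. Mrpl50 had 0.36 (SE 0.11), Mrpl15 0.35 (SE 0.12) and Mrpl13 0.31 (SE 0.11), and 0 members passed when adjusted over the list alone. Of 20 MYC targets of ribosome and polyamine synthesis, 5 were higher at a nominal p, with a median of 0.12, and 1 when adjusted over the list alone. Among them Srm, the spermidine synthase, had 0.39 (SE 0.11), the ribosome assembly factor Mrto4 0.25 (SE 0.06) and Nolc1 0.27 (SE 0.09). VD(+) replicate 1 was lowest of its group in the mean log2 value of the mitochondrial ribosome (7.02) and of MYC targets (8.55). Without that array their medians were 0.11 (adjusted p = 6.46e-05) and 0.087 (adjusted p = 7.48e-04) by camera with the preset correlation.

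Of 23 genes of proinflammatory macrophages, 5 were higher at a nominal p and 0 lower, with a median of 0.14 and Cd14 alone past the adjusted p, over all probe sets and over the list alone. The chemokine genes Cxcl9 and Cxcl10, which draw T cells, had 0.60 (SE 0.22) and 0.45 (SE 0.15), and Cd86, a co-stimulatory ligand, had 0.30 (SE 0.11). Of 18 markers of tissue macrophages 17 were above 0, with a median of 0.16. The lysosomal glycoprotein gene Cd68 had 0.27 (SE 0.08) and Timd4, a receptor for dying cells, 0.42 (SE 0.17). Of 15 interferon-induced genes 14 were below 0, with a median of −0.27, where Irf7 had −0.53 (SE 0.23), Bst2 −0.30 (SE 0.10) and Rsad2 −0.27 (SE 0.12). Of 11 genes of polycomb repressive complex 2, Jarid2 among them, 0 passed a nominal p, with a median of 0.011 and an adjusted p of 0.825 from camera. Of 16 genes of polycomb repressive complex 1, Pcgf1 alone passed a nominal p (0.34, SE 0.11), with a median of 0.022 and an adjusted p of 0.920.

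All lists were fixed before the data were examined, and 43 were tested with camera, which compares a list with all other genes. Some lists share members with the heat map of Fig. 2D, whose genes the study chose on these arrays. All members of the metallothionein, PPAR target and complex V lists at a nominal p are such genes. These lists are thus not independent of that choice. With the preset correlation of 0.01 between genes, 17 passed an adjusted p under 0.05, 13 of them upward and 4 downward. These are not independent, since they hold the joined list of oxidative phosphorylation and each of its 3 parts, and they include the Y-linked genes. The adjusted p was 2.26e-05 for mature B cells, 1.58e-08 for the mitochondrial ribosome, 6.78e-06 for MYC targets, 0.00772 for proinflammatory macrophages, 6.20e-05 for tissue macrophages and 1.94e-05 for interferon-induced genes. With an estimated correlation 0 of the 43 lists passed, and the adjusted p was 0.531 for tissue macrophages and interferon-induced genes. At an unadjusted p under 0.05 with an estimated correlation 3 passed, mature B cells at p = 0.0179, proinflammatory macrophages at p = 0.0264 and MYC targets at p = 0.0314. By fry 0 lists passed for a shift in one direction and 4 for change in either direction, at adjusted p-values of 6.26e-06 for proinflammatory macrophages, 0.00305 for mature B cells, 0.00536 for MYC targets and 0.00545 for PPAR targets. In the singles alone the median was −0.20 for mature B cells, 0.16 for the mitochondrial ribosome, 0.15 for MYC targets, 0.17 for proinflammatory and 0.17 for tissue macrophages and −0.26 for interferon-induced genes. In the pools alone it was −0.19, 0.15, 0.13, 0.050 (adjusted p = 0.484), 0.19 and −0.36 in the same order. The lists moved unequally with the Y-linked signal of VD(−) replicate 1 and both VD(−) pools. With that signal less Xist as a covariate, the median was −0.20 (adjusted p = 0.0231) for mature B cells, 0.10 (adjusted p = 0.00655) for the mitochondrial ribosome, 0.14 (adjusted p = 0.00145) for MYC targets and 0.15 (adjusted p = 1.90e-04) for proinflammatory macrophages, but 0.019 (adjusted p = 0.641) for tissue macrophages and 0.073 (adjusted p = 0.353) for interferon-induced genes. Without these 3 arrays it was 0.099 (adjusted p = 0.00877) for the mitochondrial ribosome, 0.047 (adjusted p = 0.595) for tissue macrophages and 0.023 (adjusted p = 0.805) for interferon-induced genes. Since that signal varied only within VD(−), these fits are not separate checks, and both rest largely on VD(−) replicates 2 and 3. In the brighter probe sets alone proinflammatory macrophages had 0.16 (adjusted p = 0.0763). Without VD(−) replicate 2 the median of proinflammatory macrophages was 0.040 (adjusted p = 0.0472), and without VD(−) pool 1 that of tissue macrophages was 0.089 (adjusted p = 0.0245). The number of lists called was 10 without VD(+) replicate 1 and 10 without VD(−) pool 1. The ESCAPE gene sets were not analysed here.

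**Figure D2:**
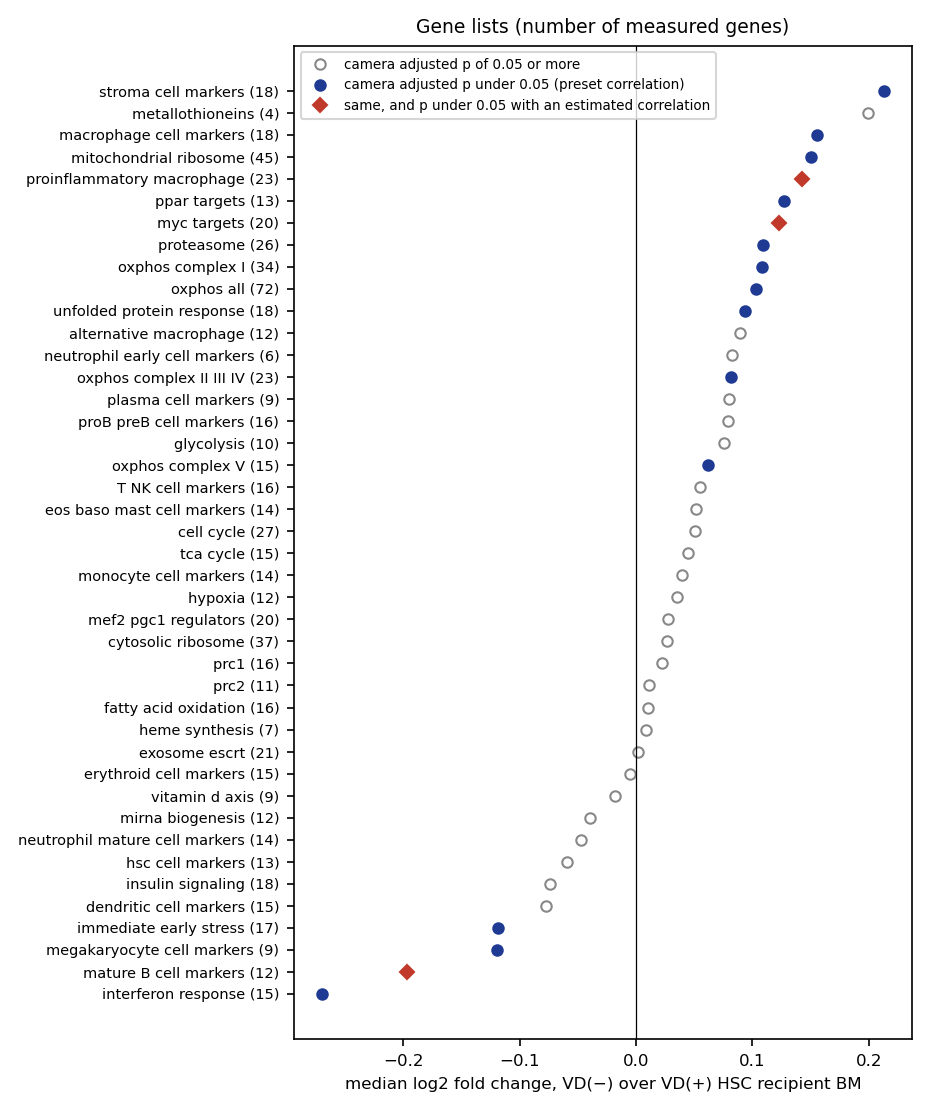
Median log2 fold change, VD(−) over VD(+) HSC recipient BM, of 42 gene lists, with the number of measured genes in brackets and the Y-linked list left out. Open circles did not pass an adjusted p under 0.05 from camera, blue circles passed it with the preset correlation, and red diamonds also had an unadjusted p under 0.05 with an estimated correlation. Interferon-induced genes stand lowest at −0.27 and marrow stroma highest at 0.21, and polycomb repressive complex 2 lies near 0.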

Enrichment pathway analysis identified the Jarid2 pathway signature as the most significantly activated (Fig. 2B and Supplementary Table 1). 

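Jarid2, which helps to bring polycomb repressive complex 2 to its target genes, had a log2 value of 7.62 ± 0.020 (SD, n = 5 arrays) in VD(−) and 7.69 ± 0.055 (SD, n = 5) in VD(+) HSC recipient BM. The log2 fold change of −0.077 (SE 0.056, a ratio of 0.948) had an adjusted p of 0.810 from limma and an unadjusted p of 0.194. The exact permutation test of the 5 arrays against 5 gave p = 0.0159, where the smallest p it can give is 0.00794. The difference was −0.074 in the single arrays and −0.082 in the pools. Ppargc1a, which encodes the coactivator PGC1α, was measured near the low end of the scale, at 3.60 ± 0.10 in VD(−) and 3.72 ± 0.28 in VD(+) (SD, n = 5 each), a log2 fold change of −0.11 (SE 0.13, adjusted p = 0.883 from limma). Its other probe set had −0.26 (SE 0.14, adjusted p = 0.760), and the first had 0.19 in the pools alone, −0.31 in the singles alone and −0.0086 without VD(+) replicate 3. Nrf1, a transcription factor for nuclear genes of the respiratory chain, had a log2 fold change of 0.083 (SE 0.072, adjusted p = 0.839), and Ppard, a nuclear receptor for fatty acids, 0.012 (SE 0.11, adjusted p = 0.992). Without VD(−) replicate 3 that of Nrf1 was 0.029 and that of Ppard −0.057, and in the pools alone that of Nrf1 was −0.0035. Mef2b is measured by a probe set listed for Mef2b, Borcs8 and Gm45929, which had a log2 fold change of 0.26 (SE 0.072, adjusted p = 0.430, unadjusted p = 0.00399 from limma), with all 5 VD(−) arrays above the 5 of VD(+). Of 20 MEF2 and PGC1 regulators measured by a probe set with 1 gene, Ppargc1a, Nrf1 and Ppard among them and Mef2b not, 0 passed a nominal p by limma. Their median was 0.028, with an adjusted p of 0.524 from camera, and ran from 0.0100 without VD(−) replicate 3 to 0.053 without VD(−) replicate 2. Among them Mef2c had −0.21 (SE 0.10) and Pparg 0.31 (SE 0.22).

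Nuclear genes of oxidative phosphorylation, the process that PGC1α is known to drive, were slightly higher in VD(−) by camera with the preset correlation (adjusted p = 4.12e-07). With an estimated correlation the call was lost (adjusted p = 0.531). Of the 72 measured genes 65 were above 0, 6 were higher and 0 lower at a nominal p under 0.05, and 0 passed when adjusted over the list alone. The median log2 fold change was 0.10, and 0.11 in the singles and 0.10 in the pools. Ndufab1, the acyl carrier protein of mitochondria, had 0.24 (SE 0.069), Ndufs8 of complex I 0.26 (SE 0.084), Uqcr11 of complex III 0.30 (SE 0.098) and Atp5g1, a subunit of the ring of ATP synthase, 0.20 (SE 0.065). Ndufab1 and Atp5g1 are also in the heat map of Fig. 2D, whose genes the study chose on these arrays. By complex, the median was 0.11 for 34 genes of complex I (2 higher at a nominal p), 0.082 for 23 genes of complexes II to IV (1 higher) and 0.062 for 15 genes of complex V (3 higher). The median of the whole list was 0.052 (adjusted p = 0.00159) without VD(+) replicate 1, an array whose deviations from the median array had an interquartile range of 0.296 against 0.165 to 0.229 in the others. With the Y-linked signal less Xist as a covariate it was 0.038 (adjusted p = 0.333), and 0.036 (adjusted p = 0.229) without the 3 VD(−) arrays that carry that signal. Without VD(+) replicate 1 complex I had 0.063 (adjusted p = 0.00832), complexes II to IV 0.040 (adjusted p = 0.103) and complex V 0.043 (adjusted p = 0.125). With the covariate these had 0.039 (adjusted p = 0.519), 0.017 (adjusted p = 0.641) and 0.071 (adjusted p = 0.519). Complexes II to IV and complex V had 0.054 and 0.047 (adjusted p = 0.0949 for both) without VD(−) pool 1. The 16 genes of fatty acid oxidation had a median of 0.0100 and 0 members past a nominal p, and the 15 genes of the tricarboxylic acid cycle 0.045 and 1 member, Fh1, the fumarate hydratase (0.25, SE 0.10). The median of the last list was 0.016 without VD(+) replicate 1, −0.0076 in the singles alone and −0.036 with the covariate, and it passed camera without VD(+) replicate 3 (0.074, adjusted p = 0.0383) and VD(−) replicate 3 (0.10, adjusted p = 0.00791). The paper states that Jarid2 was lower in recipient BM and in long-term BM HSCs. It says that this activated metabolic genes downstream, specifically MEF2 and PGC1α, and cites Fig. 2C–F and a supplementary figure.

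**Figure D3:**
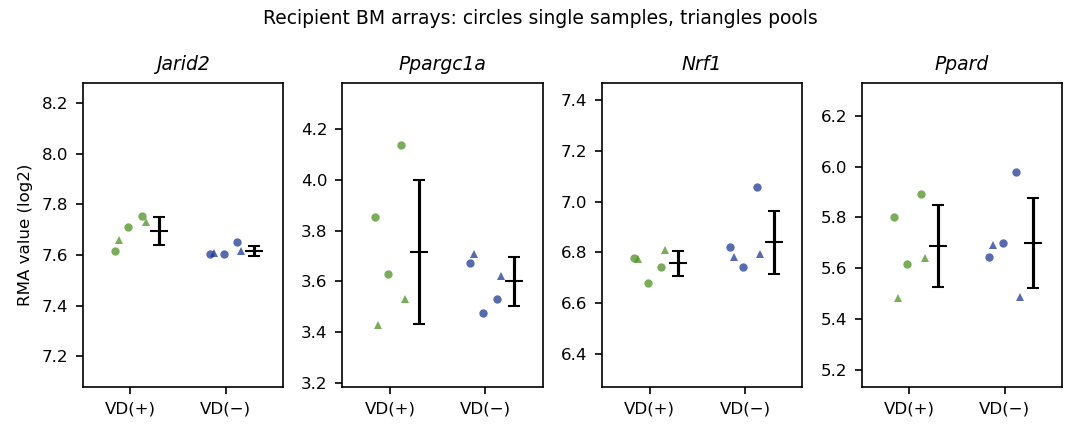
RMA values (log2) of Jarid2, Ppargc1a, Nrf1 and Ppard in each of the 5 VD(+) arrays (green) and 5 VD(−) arrays (blue) of recipient BM, with circles for single samples and triangles for pools. Horizontal lines are group means and vertical bars ± SD, and each panel has its own axis of equal length. The VD(−) arrays of Jarid2 lie between 7.60 and 7.65, and the VD(+) arrays lie between 7.62 and 7.75.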

Jarid2, a histone methyltransferase that is part of the polycomb repressive complex 2 (PRC) and critical for immune cell differentiation^31^, was downregulated in recipient BM and long-term BM HSCs of VD(−) HSCs, resulting in the expected activation of downstream genes involved in metabolic function, specifically myocyte enhancer factor 2 (Mef2) and its coactivator, peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC1*α*) (Fig. 2C–F and Supplementary Fig. 8A)^34–36^. Moreover, alterations in the *Jarid2/Mef2/PGC1α* pathway were also present in total and long-term VD(−) HSCs donors (Fig. 3A and Supplementary Fig. 8B), recipient mouse eWAT adipose tissue macrophages (ATM) and peritoneal macrophages despite normal plasma VD levels in recipient mice (Fig. 3B and Supplementary Fig. 8C), suggesting that this genetic program activated in VD(−) HSCs persisted in immune cells when transplanted into VD-sufficient mice. These findings are consistent with previous evidence that VD stimulates *Jarid2* expression^30^. Indeed, we found that E13 fetal liver HSCs with the deletion of *Jarid2* expression from *Vav1Cre* + */−Jarid2fl/fl* mice have activated the *Mef2/PGC1a* pathway and induced fasting hyperglycemia, impaired glucose tolerance, and IR in wild-type recipients of VD(+) *Jarid2*−/− HSCs when compared to recipients *of fetal liver Jarid2* + */+* HSC, confirming the importance of the downregulation of HSC Jarid2 in programming immune cells to cause IR (Fig. 3C–E).

**Fig. 2:**
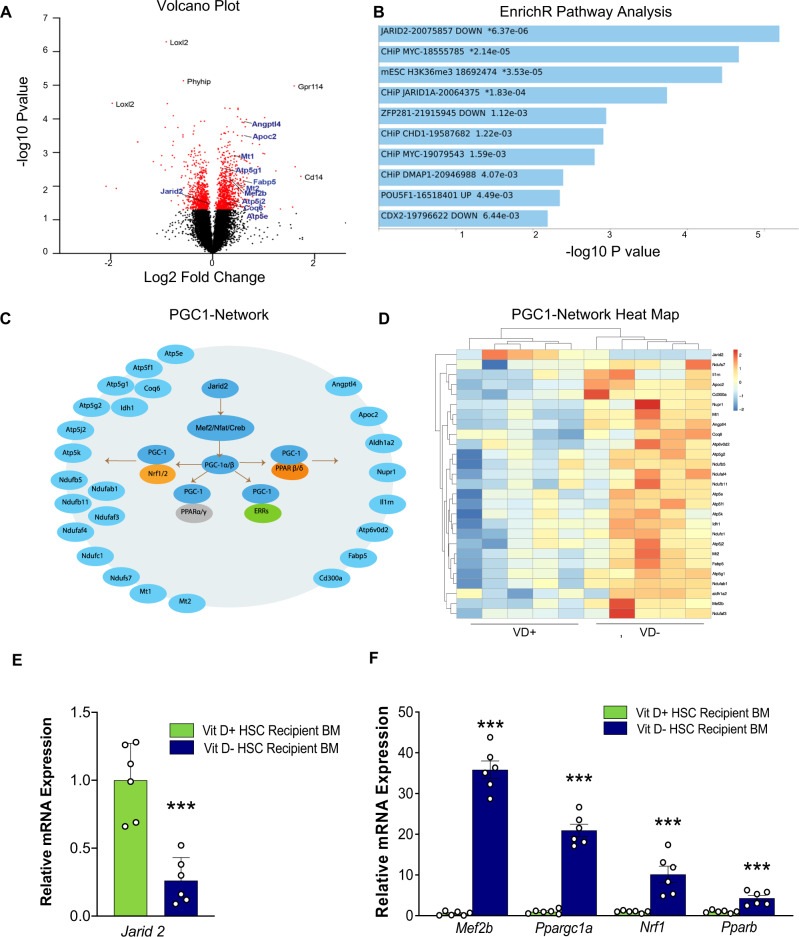
Top genes, networks, and pathways identified in transcriptome analysis of bone marrow from recipient mice transplanted with HSCs isolated from embryos from VD-sufficient and -deficient dams. VD(−) vs. VD( + ) FL-HSCs were transplanted into VD(+) mice, and global mRNA expression was evaluated by microarray in recipient BM cells at 16 weeks post-transplant. **A** Volcano plot showing top differentially expressed genes. Red dots indicate those array probes with *P* < 0.05. Black represents the non-significant probes. Genes of the Jarid2-PGC1-MEF2 pathway are highlighted in blue. *P* values for each probe were calculated using a two-tailed *t* test between five replicates in each condition. **B** Genes with significant changes were used for manual and automated pathway analysis. The figure shows EnrichR (PMID 23586463; 27141961; 33780170) top pathway hits from the ESCAPE database. Asterisks indicate those pathways that pass multiple testing corrections. EnrichR used Fisher’s exact test for *P* value calculation and Benjamini–Hochberg test for multiple testing corrections (**C**) Illustration of the Jarid2-MEF2-PGC1 network and the target genes that are differentially expressed in the array data. **D** Heatmap table showing normalized gene expression for Jarid2, MEF2-PGC1 target genes. Red indicates upregulation, and blue indicates downregulation. **E**, **F** Quantitative RT-PCR in FL-HSC transplant recipient BM to confirm expression changes in Jarid2 and PGC1α network-related genes (*n* = 6/group). Data presented as mean ± SEM. ***P < 0.001 vs. VD( + ) FL-HSCs recipients by two-tailed unpaired *t* test. Actual *P* values are shown in the source data file.

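Of the 27 genes in the heat map of Fig. 2D, 25 are measured here by a probe set with 1 gene, and all 25 lay in the direction the paper gives, with Jarid2 lower and 24 genes higher in VD(−) HSC recipient BM. The other 2, Apoc2 and Mef2b, lie on probe sets with several genes. Of the 25 measured genes, 17 passed a nominal p under 0.05 by limma, and Angptl4 alone passed an adjusted p over all probe sets. Angptl4, a secreted inhibitor of lipoprotein lipase and a PPAR target, rose from 6.05 ± 0.14 to 6.64 ± 0.12 (SD, n = 5 each), a log2 fold change of 0.59 (SE 0.09, adjusted p = 0.0376 from limma). It passed in 1 of the 10 fits without 1 array and had an adjusted p of 0.237 with the Y-linked signal less Xist as a covariate and of 0.104 by the methods' t-test. When adjusted over the list alone 12 passed, but the study chose these genes on these arrays, so the count is not independent evidence of their direction. Among the genes at a nominal p were the metal-binding metallothioneins Mt1 (0.38, SE 0.08) and Mt2 (0.48, SE 0.12) and the fatty acid binding protein gene Fabp5 (0.61, SE 0.15). They also include the retinoic acid synthesizing enzyme gene Aldh1a2 (0.58, SE 0.19) and Il1rn, the interleukin 1 receptor antagonist (0.53, SE 0.21). Atp6v0d2, a subunit of the proton pump of lysosomes, had the largest log2 fold change of 1.02 (SE 0.37), from 4.88 ± 0.75 to 5.90 ± 0.58 (SD, n = 5 each). With the covariate it had 0.46, below Il1rn (0.93) and Aldh1a2 (0.92), and Aldh1a2 had 0.26 in the pools alone. The 24 higher genes ranged from 0.054 to 1.02, with a median of 0.25. Of the genes of the respiratory chain and its assembly, Ndufaf4 had 0.33 (SE 0.11, and 0.19 with the covariate), Ndufaf3 0.26 (SE 0.09) and Atp5mc2 0.17 (SE 0.07, and 0.11 with the covariate). The 8 genes that did not pass a nominal p by limma were Jarid2, Ndufs7 (0.12), Ndufb5 (0.21), Ndufb11 (0.11), Atp5pb (0.054), Atp5me (0.16), Ndufc1 (0.13) and Atp5mf (0.13). Without VD(+) replicate 1 Ndufb5 had 0.077, Ndufb11 0.051, Atp5pb 0.028, Atp5me 0.10 and Ndufc1 0.083. Probe sets disagreed for Atp5pb, where another had 0.20 (SE 0.08), and for Ndufc1, where another had 0.38 (SE 0.12). With the methods' ratio as well as the nominal p, 12 of the 25 passed. The count of 17 was 7 in the single arrays, 6 in the pools, 9 with the Y-linked signal less Xist as a covariate and 5 without the 3 VD(−) arrays that carry that signal.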

**Fig. 3:**
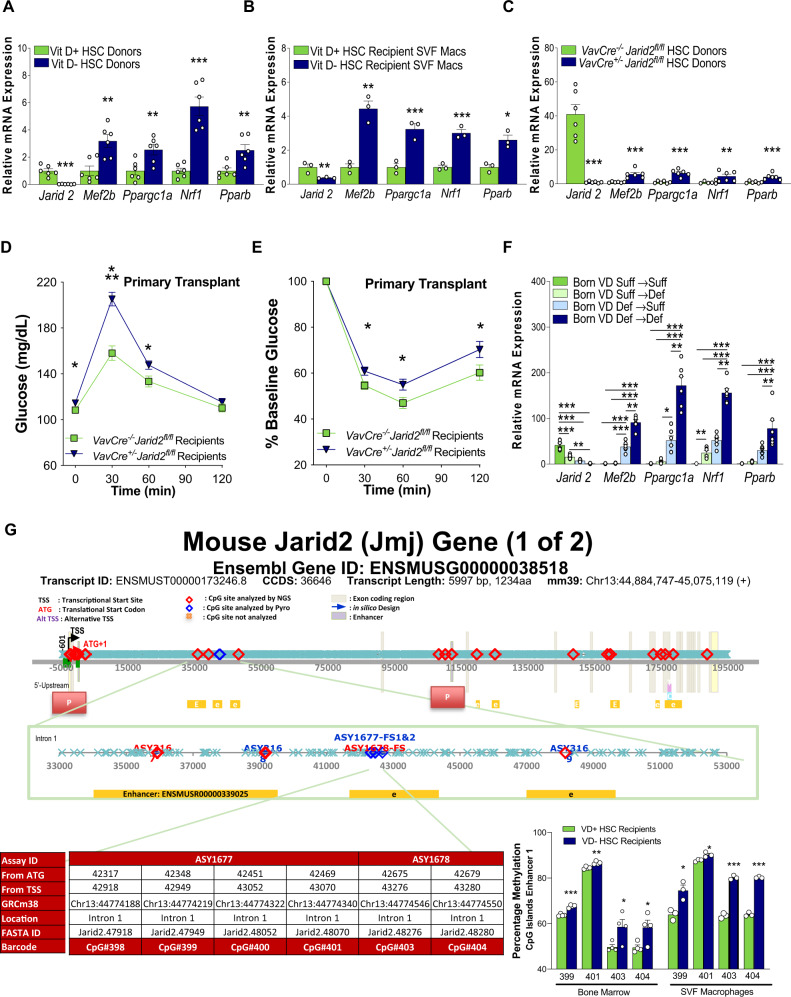
In utero VD deficiency epigenetically suppresses Jarid2 expression in macrophages, resulting in persistent *PGC1α* network upregulation. **A**, **B** Quantitative RT-PCR in donor FL-HSCs and SVF macrophages from FL-HSC transplant recipients (*n* = 6/group). **C** Quantitative RT-PCR in HSCs from mice with deletion of Jarid2 in HSC vs. controls (*n* = 12/group). **D**, **E** Glucose and insulin tolerance tests were performed at 8 weeks post-primary-transplant of HSC with deletion of Jarid2 or controls (*n* = 14/group) **F** Quantitative RT-PCR in macrophages to analyze the expression of Jarid2 and PGC1α network-related genes in mice born VD(−) or VD(+) then fed VD(−) or VD(+) diet postnatally (*n* = 6/group). **G** Targeted next-generation sequencing methylation assays were performed to interrogate the 69 CpG sites in the 5’ Upstream through 3’ UTR regions of the mouse *Jarid2* gene, including two promoter regions and several enhancers, in BM and SVF macrophages isolated from VD(−) and VD( + ) FL-HSCs recipients at 24 weeks (*n* = 4/group). The gene structure of mouse Jarid2 and the regions throughout the gene where the CpG methylation was interrogated are shown. The methylation assays highlighted in red demonstrate a significant difference (*P* < 0.05) between the two cohorts. The CpGs in these regions are shown in orange boxes. The % methylation increase and *P* values are reported. The gray boxes are those CpGs that have suggestive changes. Data presented as mean ± SEM. **P < 0.01; ***P < 0.001 by two-tailed unpaired *t* test except in (**D**) where *P < 0.05; **P < 0.01; ***P< 0.001 by one-way ANOVA followed by Tukey’s multiple comparison test. Actual *P* values are shown in the source data file.

To determine if this immune cell program and the IR phenotype induced by VD deficiency in utero were transmitted through changes in the immune cell epigenome, pups exposed to VD deficiency in utero were maintained on a VD-deficient diet or transitioned to standard diet postnatally. Importantly, postnatal VD supplementation neither restored Jarid2 expression nor corrected the impaired glucose tolerance and IR induced by in utero VD deficiency, indicating that epigenetic modifications resulting from in utero VD deficiency are responsible for the observed changes in macrophage *Jarid2* expression that contribute to IR. We also observed that ongoing maintenance of VD-deficient pups on a VD-deficient diet resulted in a more severe IR phenotype, suggesting that maintenance of VD-deficiency postnatally can exacerbate the in utero VD-deficient phenotype (Fig. 3F and Supplementary Fig. 9). We hypothesized that the gene expression changes leading to stable reprogramming of the *Jarid2/Mef2/PGC1α* pathway were a consequence of changes in *Jarid2* methylation status. Therefore, we performed targeted next-generation sequencing (NGS) methylation assays to interrogate the DNA methylation status of 69 CpG sites in the 5’ upstream through 3’ UTR regions of the mouse *Jarid2* gene in BM and stromal vascular fat macrophages from VD(−) and VD( + ) HSC recipients, and these findings were confirmed by pyrosequencing (Supplementary Table 2). We identified an increase in the methylation status of several CpG sites in intron one within or near putative *Jarid2* enhancers between its two promoters in the BM from VD(−) HSC recipients. Methylation of these sites was preserved in SVF macrophages from 6-month-old VD(−) HSC recipients (Fig. 3G).

### Jarid2/PCG1α programming induces insulin resistance

To test whether the macrophage epigenetic program activated in VD(−) HSCs induces adipose IR, we silenced *Jarid2* expression in peritoneal macrophages from VD( + ) HSC recipients. Silencing of macrophage *Jarid2* augmented inflammatory cytokine secretion (TNF*α*, IL-1β, IL-6) and induced adipose IR in co-culture experiments with 3T3-L1 adipocytes (Fig. 4A, B). Conversely, PGC1*α* deletion in peritoneal macrophages from VD(−) HSC recipients suppressed inflammatory cytokine release and improved adipose sensitivity in co-culture experiments with 3T3-L1 adipocytes (Fig. 4C, D), suggesting that activation of this inflammatory pathway in macrophages by in utero VD deficiency may be responsible for adipose IR.

**Fig. 4:**
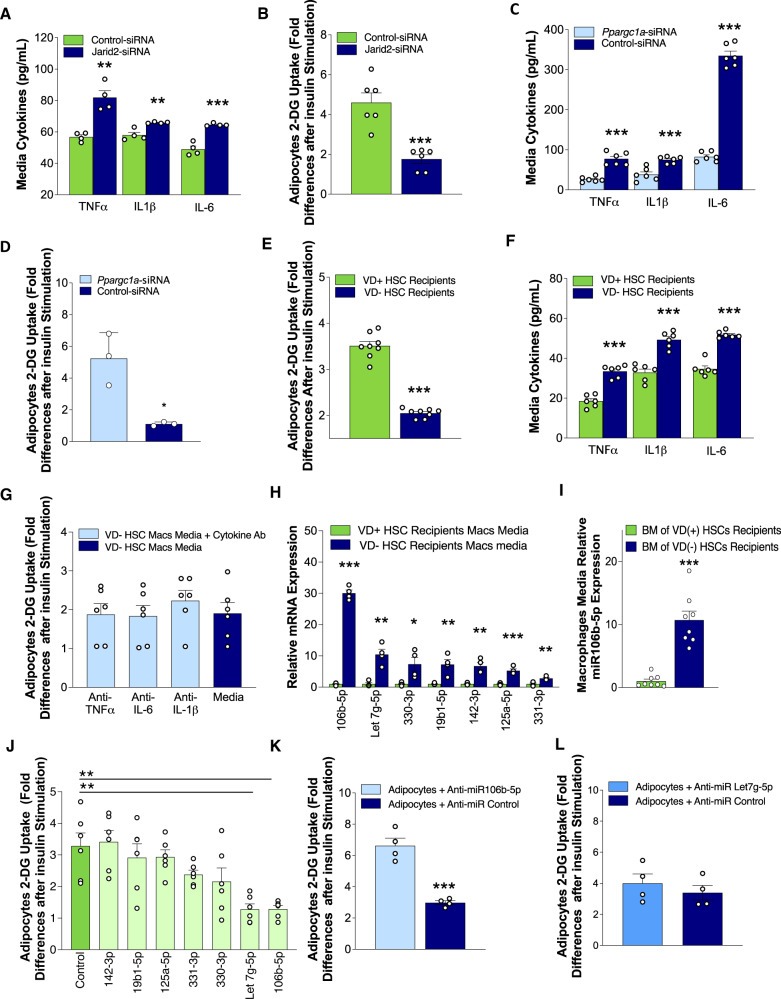
Activation of the Jarid2/Mef2/PGC1*α* immune cell program by in utero VD deficiency promotes pro-inflammatory cytokine and miRNA release. **A** Secreted cytokine levels in media (*n* = 4/group) in Jarid2-siRNA vs. control-siRNA-transfected peritoneal macrophages from VD( + ) FL-HSCs recipients. **B** Insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes co-cultured with peritoneal macrophages from VD( + ) FL-HSCs recipients transfected with Jarid2-siRNA vs. control-siRNA (*n* = 6/group). **C** Secreted cytokine levels in media (*n* = 6/group) from *Ppargc1a*-siRNA vs. control-siRNA-transfected peritoneal macrophages from VD(−) FL-HSCs recipients**. D** Insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes co-cultured with peritoneal macrophages from VD(−) FL-HSCs recipients transfected with *Ppargc1a*-siRNA vs. control-siRNA (*n* = 3/group). **E** Insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes co-cultured with eWAT SVF macrophages from VD(−) or VD( + ) HSC recipients (*n* = 8/group). **F** Secreted cytokine levels in media (*n* = 6/group) from SVF macrophages from VD(−) or VD( + ) HSC recipients. **G** Insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes co-cultured with SVF macrophages from VD(-) HSC recipients treated with or without cytokine-neutralizing antibodies (*n* = 6/group). **H** Relative miRNA content in exosomes secreted by peritoneal macrophages from VD(−) vs. VD( + ) FL-HSCs recipients (*n* = 8/group). **I** Relative miRNA content in exosomes secreted by peritoneal macrophages isolated from secondary recipients from the bone marrow of VD(+) primary recipients transplanted with VD(−) HSCs (*n* = 8/group). **J** Insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes after transfection with miR mimics (*n* = 6/group). **K**, **L** Insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes transfected with **K** miR-106b or **L** let7g-5p antagomir or control and cultured in conditioned macrophage media from VD(−) HSC recipients (*n* = 4/group). Data presented as mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by two-tailed unpaired *t* test except in (**G**) and (**I**) where *P < 0.05; **P < 0.01; ***P < 0.001 by one-way ANOVA followed by Tukey’s multiple comparison test. Actual *P* values are shown in the source data file.

To investigate how eWAT adipose tissue macrophages (ATM) from VD(−) HSC recipients induce adipose IR, we isolated SVF ATMs from VD(−) and VD( + ) HSC recipients and co-cultured these macrophages with 3T3-L1 adipocytes in transwell chambers. Adipocytes co-cultured with VD(−) HSC-recipient ATM had lower insulin-stimulated 2-DG uptake compared to those cultured with ATM from VD( + ) HSC recipients (Fig. 4E). Interestingly, ATM from VD(−) HSC recipients also demonstrated increased secretion of TNF*α*, IL-1β, and IL-6 without additional pro-inflammatory stimuli (Fig. 4F). However, the addition of cytokine-neutralizing antibodies did not improve the adipocyte IR in co-culture experiments with 3T3-L1 adipocytes (Fig. 4G), suggesting that the IR phenotype is not cytokine-driven. Therefore, analysis of cytokine levels was not pursued at later time points during the transplantation studies because the IR phenotype was cytokine-independent.

### Macrophage miR-106b-5p secretion causes adipocyte insulin resistance

Recently, microRNAs (miRNAs) have been shown to regulate chronic inflammation and IR^37,38^. Numerous immature miRNAs were downregulated within BM cells from VD(−) HSC recipients (Supplementary Table 3). However, the corresponding VD(−) HSC-recipient eWAT ATM media had increased levels of mature miRNAs, suggesting enhanced macrophage miRNA maturation and secretion. Similar to our previous finding in mice with macrophage-specific VDR deletion^33^, the most highly secreted miRNA from VD(−) HSC-recipient ATM macrophages was miR-106b-5p (Fig. 4H). Increased macrophage miR-106b-5p secretion persisted in secondary recipients from the bone marrow of VD(+) primary recipients transplanted with VD(−) HSCs (Fig. 4I). Transfection of mouse 3T3-L1 adipocytes with miRNA mimics of the most abundant secreted macrophage miRNAs identified in VD(−) recipient ATMs showed that miR-106b-5p and Let-7g-5p induced the most significant adipocyte IR (Fig. 4J). However, adipocytes exposed to conditioned media of ATMs from VD(−) HSC recipients and transfected with antagomirs of miR-106b-5p but not with Let-7g-5p demonstrated improved insulin sensitivity (Fig. 4K, L).

To determine the mechanism by which miR-106b-5p promotes adipose IR, we utilized the computational prediction tool, TargetScan, to evaluate conserved putative miR-106b-5p targets within the insulin signaling genes and found that the phosphoinositide-3-kinase regulatory subunit 1 (PIK3R1) gene possesses miR-106-5p family binding sites in the human and mouse gene 3’UTRs. PIK3R1 encodes the regulatory subunits (p85α, p50α, and p55α). These subunits facilitate the phosphorylation of phosphatidylinositol bisphosphate (PtdIns 4,5)P2 by the catalytic subunits (p110α, p100β, p100δ), resulting in the generation of PtdInP3. This vital lipid messenger facilitates the membrane recruitment of the downstream kinases, 3-phosphoinositide dependent protein kinase 1 (PDPK1) and AKT to activate the insulin signaling pathway. To determine in our model if miR-106b-5p alters the expression of PIK3 subunits in adipocytes, we transfected 3T3-L1 adipocytes with a miR-106b-5p mimic. We found reduced transcript levels of the regulatory subunit p85α (PIK3R1), the catalytic subunit alpha (PIK3CA), and the downstream kinase PDPK1, which is responsible for AKT activation^39^. Notably, transcript levels of PIK3CB were not altered by miR-106b-5p mimic transfection. Western blot analysis confirmed decreased PIK3CA, PIKR1, and PDPK1 expression as well as decreased AKT phosphorylation (Fig. 5A–C). In contrast, transfection of 3T3-L1 adipocytes exposed to conditioned macrophage media from VD(−) HSC recipients with miR-106b-5p antagomir prevented the suppression of PIK3CA, PIK3R1, and PDPK1 expression, as well as AKT phosphorylation (Fig. 5D–F). These results suggest that miR-106b-5p induced-downregulation of the PIK3CA/PIK3R1/PDPK1/AKT signaling pathway is a primary mechanism driving adipose IR.

**Fig. 5:**
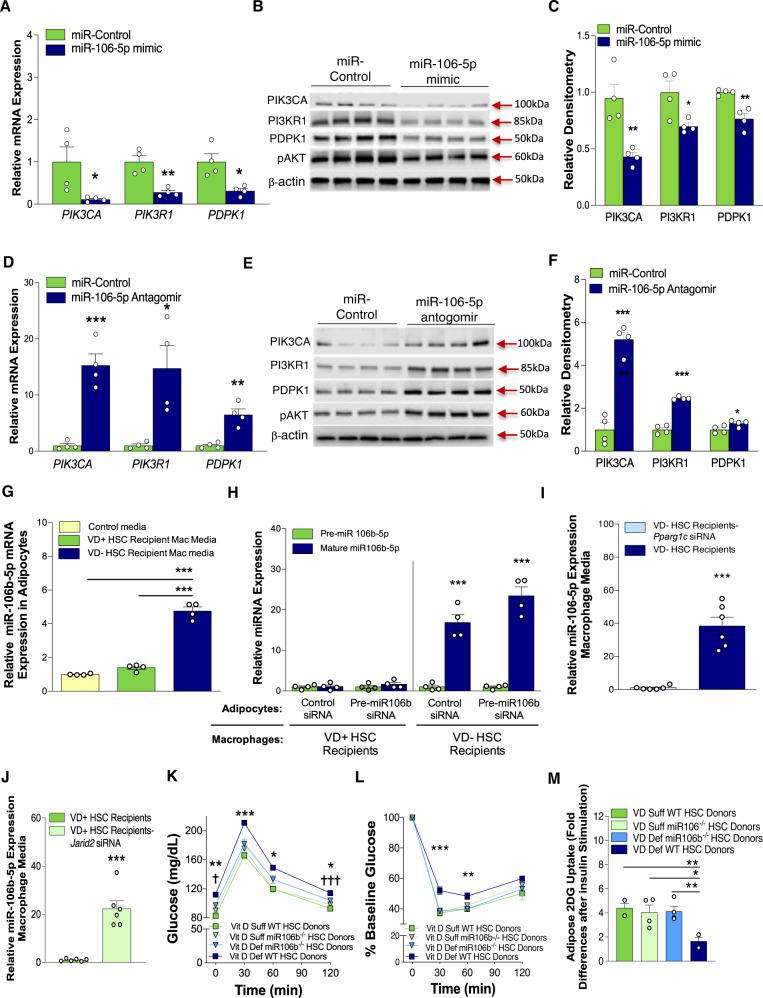
Macrophage miR-106b-5p mediates in utero VD deficiency-induced adipocyte IR. **A**–**C** Quantitative RT-PCR, Western blot analysis, and densitometry (normalized to β-actin protein levels) of the insulin signaling pathway in 3T3-L1 cells after transfection with miR-106b-5p mimic vs. control mimic (*n* = 4/group). **D**–**F** Quantitative RT-PCR, western blot analysis, and densitometry (normalized to β-actin protein levels) of the insulin signaling pathway in 3T3-L1 cells cultured in conditioned media from VD(−) HSC-recipient macrophages after transfection with anti-miR-106b or control (*n* = 4/group) from two independent experiments. **G** miR-106b-5p expression in adipocytes cultured in conditioned media from macrophages isolated from VD(−) or VD( + ) HSC recipients (*n* = 4/group). **H** Pre- and mature miR-106b-5p abundance in 3T3-L1 adipocytes transfected with pre-miR-106b siRNA vs. control-siRNA then cultured in conditioned media from macrophages isolated from VD(−) or VD( + ) HSC recipients (*n* = 4/group). Peritoneal macrophage media miR-106b-5p expression from **I** VD(−) HSC-recipient macrophages with or without *Ppargc1a*-siRNA, and **J** VD( + ) HSC-recipient macrophages with or without Jarid2-siRNA (*n* = 6/group). **K**–**M** Fetal HSCs from WT or miR-106b^−/−^ animals under VD(−) or VD(+) conditions were transplanted into VD( + ) WT recipients. **K** Glucose tolerance tests and **L** insulin tolerance tests (*n* = 8/group). **M** Insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes co-cultured with peritoneal macrophages from WT or miR-106b^−/−^ animals transplanted with VD(−) or VD(+) HSCs (*n* = 6/group). Data presented as mean ± SEM. **A**, **C**, **D**, **F**, **H**, **I**, **J** *P < 0.05; ***P < 0.001 by two-tailed unpaired *t* test. **G**, **M** *P < 0.05; **P < 0.01; ***P < 0.001 by one-way ANOVA followed by Tukey’s multiple comparison test. **K**, **L** *P < 0.05; **P < 0.01; ***P < 0.001 VD(−) WT vs. all and ^†^*P* < 0.05; ^†††^*P* < 0.001 for VD( + ) WT vs. VD(−) miR-106b^−/−^. Actual *P* values shown in source data file.

Adipocytes expressed little miR-106b-5p at baseline. However, adipocyte exposure to conditioned macrophage media from VD(−) HSC recipients increased mature miR-106b-5p abundance by sevenfold compared to VD( + ) HSC-recipient conditioned macrophage media (Fig. 5G). To define the cell responsible for producing mature miR-106b-5p, adipocytes were transfected with a pre-miR-106b siRNA to inhibit endogenous adipocyte miR-106b production and co-cultured with macrophages from VD(−) and VD( + ) HSC recipients. Increased abundance of mature miR-106b-5p in the media and exacerbation of IR in adipocytes was noted despite pre-miR-106b siRNA transfection when adipocytes were exposed to media from VD(–) HSC recipients, confirming that macrophages are the source of the miR-106b-5p that drives the IR phenotype (Fig. 5H and Supplementary Fig. 10). Finally, we found that silencing *Ppargc1a* in VD(−) HSC-recipient macrophages suppressed miR-106b-5p secretion (Fig. 5I) while silencing *Jarid2* in VD( + ) HSC-recipient macrophages promoted miR-106b-5p secretion (Fig. 5J). Overall, these results indicate that the Jarid2/Mef2/PGC1*α* immune cell program induced by VD deficiency in utero regulates macrophage miR-106b-5p secretion.

To confirm the role of macrophage miR-106b-5p in the IR phenotype, we transplanted VD(−) or VD(+) HSCs from miR-106^−/−^ or miR-106^+/+^ mice into VD-sufficient control mice. Recipients of VD(−) miR-106^−/−^ HSCs had improved glucose tolerance by GTT and improved adipose insulin sensitivity by ITT compared to VD(−) miR-106^+/+^ HSC recipients (Fig. 5K, L). These findings were supported by co-culture experiments with 3T3-L1 cells and macrophages from VD(−) or VD(+), miR-106^−/−^ or miR-106^+/+^ HSCs recipients, which showed that the absence of miR-106b-5p improved 3T3-L1 IR when cultured with macrophages from VD(−) HSC recipients (Fig. 5M), indicating that macrophage secretion of miR-106b-5p is critical for the adipose IR phenotype induced by in utero VD deficiency.

### Cord blood monocytes from vitamin D-deficient subjects cause adipocyte IR

To determine if VD deficiency during pregnancy in humans induces similar HSC cell reprogramming, we analyzed 30 healthy pregnant women prior to delivery and their full-term infants (Supplementary Table 4). Two-thirds of newborns were VD-deficient [25(OH)D ≤ 20 ng/mL], and cord blood 25(OH)D levels directly correlated with newborn birth weight (Fig. 6A, B), consistent with previous studies^40^. We found a direct correlation between cord blood 25(OH)D levels and 3T3-L1 adipocyte insulin sensitivity after exposure to conditioned media from cord blood monocytes (Fig. 6C). Adipocytes exposed to cord blood monocyte conditioned media from vitamin D-deficient mothers had lower PIK3CA, PIK3R1, and PDPK1 protein levels, as well as reduced pAKT, indicating that VD(−) monocyte/macrophage-induced dysregulation of the PIK3 pathway in adipocytes is conserved in humans (Fig. 6D). Moreover, cord blood monocytes from VD-deficient mothers had lower *Jarid2* expression and protein levels. *Mef2/PGC1a* expression and protein levels were also increased, resembling the epigenetic program in mouse immune cells exposed to VD deficiency in utero (Fig. 6E, F). Cord blood 25(OH)D levels also correlated inversely with cord blood plasma miR-106b-5p levels **(**Fig. 6G). Transfection of 3T3-L1 adipocytes with miR-106b-5p antagomir improved the insulin resistance induced by conditioned media from VD-deficient monocytes (Fig. 6H). These findings highlight the persistent effects of maternal vitamin D deficiency on offspring macrophage function to cause insulin resistance (Fig. 6I).

**Fig. 6:**
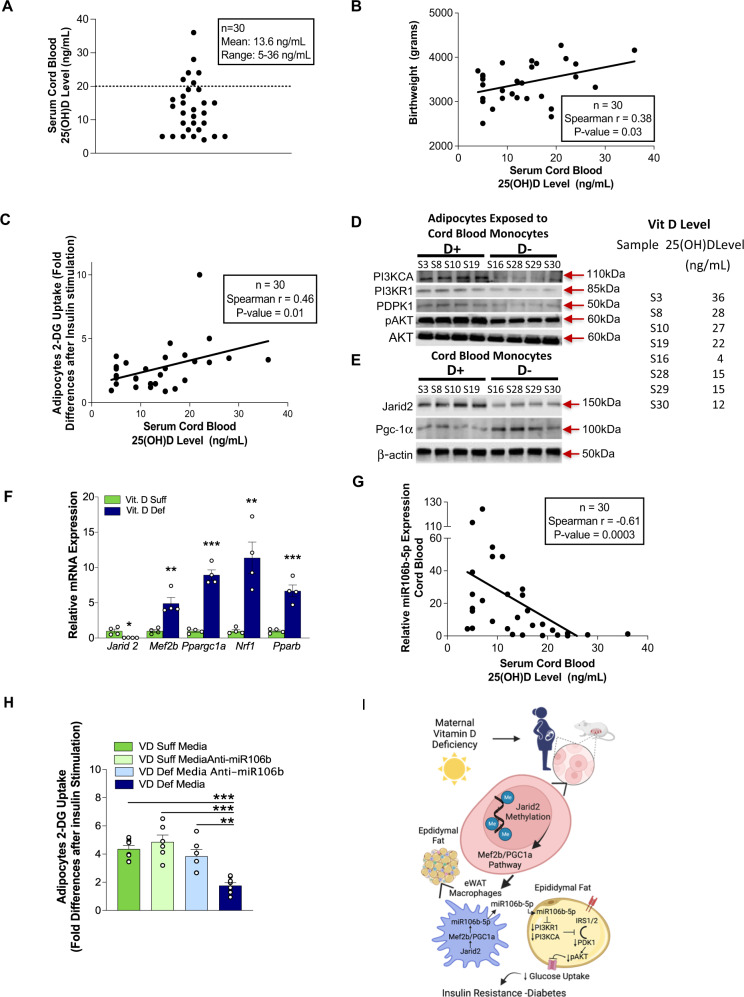
VD-deficient cord blood monocytes induce adipocyte IR. **A** Cord blood serum 25(OH)D levels from 30 healthy pregnant women at delivery. Mean and 95% confidence interval. **B** Correlation between cord blood serum 25(OH)D levels and birth weight using Spearman’s correlation coefficient. **C** Correlation between cord blood serum 25(OH)D levels and change in insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes cultured in conditioned media of cord blood monocytes using Spearman’s correlation coefficient. Western blot analysis of insulin signaling pathway from 3T3-L1 adipocytes exposed to cord blood monocytes (**D**) and from Jarid2/Mef2/PGC1α network-related proteins of cord blood monocytes (**E**) (*n* = 4/group from two independent experiments). **F** Quantitative RT-PCR of mRNA expression of Jarid2/Mef2/PGC1α network-related genes from cord blood monocytes stratified by 25(OH)D level (25(OH)D < 20 ng/mL and ≥20 ng/mL) (*n* = 4/group)**. G** Correlation between cord blood serum 25(OH)D level and serum miR-106b-5p expression (*n* = 30) using Spearman’s correlation coefficient. **H** Insulin-stimulated 2-DG uptake in 3T3-L1 adipocytes transfected with miR-106b-5p antagomir and cultured in conditioned media from blood monocytes with 25(OH)D < 20 ng/mL or ≥20 ng/mL (*n* = 6/group)**. I** Mechanistic schematic diagram Created with BioRender.com. Data presented as mean ± SEM. **F** *P < 0.05; **P < 0.01; ***P < 0.001 by two-tailed unpaired *t* test. **H** **P < 0.01; ***P < 0.001 by one-way ANOVA followed by Tukey’s multiple comparison test. Actual *P* values are shown in the source data file.

## Discussion

Despite recognizing the importance of environmental conditions in utero as contributing to adult disease, there is little data identifying which conditions during embryogenesis and which target tissues carry the epigenetic program that increases the susceptibility to IR in the offspring later in life. Vitamin D deficiency and insufficiency are highly prevalent at the time of delivery and concordant in both mothers and their neonates^40^. This study provides direct evidence that vitamin D deficiency in utero is sufficient to induce stable epigenetic programming in HSCs that can be transplanted to generate IR in vitamin D-sufficient recipient mice and is not reversed with postnatal vitamin D supplementation. This is the first demonstration that an epigenetic modification of a single, non-metabolically active tissue compartment is sufficient to induce type 2 diabetes. In our model, VD deficiency epigenetically suppresses *Jarid2* expression and activates the *Mef2*/*PGC1a* pathway in fetal HSCs. This program persists in recipient monocytes/macrophages, promoting adipose macrophage infiltration and miR-106b-5p secretion to suppress adipose PIK3 regulatory and catalytical subunits and AKT activity, causing IR. Lack of miR-106b-5p prevents the VD(−) HSCs from adoptively transferring IR to recipients. These data strongly suggest that IR is caused by epigenetic reprogramming of myeloid cells induced by vitamin D deficiency in utero, leading to activation of the *Jarid2/Mef2/PGC1α*/*miR-106b-5p* pathway both in humans and mice.

Epigenetic memory is defined as the stable propagation of gene expression induced by an environmental or developmental stimulus and may be categorized as cellular, transgenerational, or transcriptional^41^. Cellular memory refers to mitotically heritable transcriptional states and is elegantly illustrated in our model, in which an epigenetic program is induced by in utero VD deficiency in HSCs and then transmitted to the bone marrow and monocyte/macrophage lineages. Furthermore, the stability of this memory is highlighted by the secondary BM transplant experiments in which BM from VD-deficient HSC recipients was capable of inducing IR in VD-sufficient mice. Cellular memory requires Trithorax and PcG group proteins such as PRC2 to ensure stable transmission of these chromatin signatures through mitotic division^41–43^. However, the role of PRC2 in immune cells as a regulator of metabolic disease has not been previously described. In our study, we found that vitamin D deficiency in utero persistently downregulates *Jarid2* expression and activates the immune cell *Mef2/PGC1α* pathway in donor HSCs, recipient BM, and adipose macrophages despite postnatal VD supplementation, suggesting a stable epigenetic program in immune cells. DNA methylation is one crucial epigenetic mechanism to suppress essential genes during differentiation^44^. Evidence linking maternal VD status to global DNA methylation in offspring liver, adipose tissue, and leukocytes has been described in multiple animal models and pregnant women^25,45–48^. In this study, NGS confirmed that vitamin D deficiency promotes methylation of numerous CpG islands in putative enhancers of intron one between the two promoters of the mouse *Jarid2* gene in recipient BM, and importantly this methylation is conserved at six months in recipient adipose macrophages. Thus, VD-dependent regulation of *Jarid2* and, consequently, PRC2 may have the capacity to induce profound changes in the methylome by attenuating the function of a significant regulator of chromatin structure and function. Future studies using site-directed mutagenesis will be critical to confirm the methylated enhancer sites that influence *Jarid2* expression.

PGC1α is a central transcriptional regulator of mitochondrial biogenesis and function and is activated in pro-inflammatory adipose macrophages in the context of insulin resistance induced by a high-fat diet^49^. This study demonstrated that HSCs from vitamin D-deficient fetal donors consistently maintained *Mef2/PGC1α* pathway activation when transplanted into recipients. Moreover, the activated PGC1α network in recipient adipose tissue macrophages promoted a pro-inflammatory phenotype with increased secretion of miR-106b-5p, causing adipose IR. Previous studies indicate that overexpression of PGC1α increases exosome biogenesis and expression of the endosomal sorting complex required for transport (ESCRT), suggesting a role of mitochondrial bioenergetics in macrophage handling of miRNA cargo into exosomes for secretion^50^. Our previous data demonstrate that selective knockout of the macrophage VDR during embryogenesis promotes miR-106b-5p secretion that activates juxtaglomerular cells to induce hyperreninemic hypertension^33^. Together, these data identify that the Jarid2/Mef2/PGC1α program induced by vitamin D deficiency in utero enables the communication between innate immune cells, adipocytes, and JG cells to cause cardiometabolic disease.

The role of circulating miRNAs as signaling mediators of cell-to-cell communication has been identified in physiological and pathological conditions^51^. Multiple miRNAs have been linked directly to the regulation of chronic inflammation and insulin secretion in metabolic tissues in diabetic patients and mouse models of insulin resistance^37,38^. However, it is notable that miRNAs associated with insulin signaling genes are poorly conserved across species, perhaps implying that those that are conserved may be essential for insulin action and more clinically relevant^52–54^. Recent studies show that miR-106b is increased in human circulation in the setting of IR and is highly expressed in the skeletal muscle of both humans and mice^38,55,56^. Moreover, in skeletal muscle cells, overexpression of miR-106b impairs insulin-stimulated glucose uptake and GLUT4 transportation, suggesting an essential role of circulating and tissue-specific miR-106b in IR^57^. However, the cell or tissue type that secretes this miR-106b and the conditions that trigger it have not been previously identified. In this study, we provide evidence via multiple mouse models that macrophages epigenetically programmed in utero by vitamin D deficiency are a source of miR-106b-5p, which induces adipocyte IR.

Phosphoinositide-3-kinase (PIK3) is activated in response to insulin treatment and plays a critical role in mediating metabolic responses^58^. The PIK3 complex required for insulin action consists of the p110α (PIK3CA) catalytic subunit bound to one of several regulatory subunits (p85α, p55α, and p50α) encoded by PIK3R1 gene. In adipocytes, the PIK3CA catalytic subunit is the primary insulin-responsive PIK3 subunit^59^. Mice lacking adipose PIK3CA or the downstream kinase PDK1 exhibited glucose intolerance and liver steatosis^39,60^. Paradoxically in mice, homozygous or heterozygous deletion of the regulatory subunits p85α, p50α or p55α have enhanced insulin sensitivity^61–63^. The discrepancy in IR phenotype observed between these genetic models could be explained by the reduction of the regulatory subunits competing with the p110a/p85a complex for binding to insulin receptor substrate 1, enabling insulin-induced AKT activation^64^. Therefore, the balance between the p110α/p85α complex and free p85α might define the state of insulin sensitivity^65,66^. In this study, we found that adipose macrophages from VD(−) HSC recipients and vitamin D-deficient cord blood monocytes secrete miR-106b-5p, which enters into adipocytes and downregulates both the catalytic and regulatory subunits, thereby preventing insulin-stimulated AKT activation and adipose glucose uptake. It is possible that in our model, the increased miR-106b-5p shifts the balance towards greater suppression of p110α over p85α, thus leading to insulin resistance. The mechanism for p110α suppression in this model is unclear as p110α is not a direct miR-106b-5p target. Interestingly, other mouse models have demonstrated coupled decreases in p110α and p85α when one of the units is suppressed^66^. Further studies are required to identify the mechanism by which miR-106b-5p downregulates p110α. Overall, we delineate an unprecedented mechanism by which the miRNA secretome of VD(−) HSC-derived macrophages can modulate adipose insulin signaling to cause IR.

In summary, our findings provide evidence that an epigenetic immune program in response to in utero vitamin D deficiency is sufficient to cause IR by a miRNA-specific mechanism that enables communication from innate immune cells to adipocytes. This program activates the *Jarid2/Mef2/PGC1α* pathway in immune cells, which persists across both differentiation and transplantation, highlighting the durability of these changes in the offspring regardless of subsequent vitamin D status. Similar alterations in the *Jarid2/Mef2/PGC1α* pathway are replicated in cord blood monocytes from vitamin D-deficient mothers. These results identify the need for clinical trials to prove that the widespread screening and treatment of vitamin D deficiency in pregnant women will reduce the long-term risk of cardiometabolic disease in their children and subsequent generations.

## Methods

### Animals

Mice were housed within a temperature-controlled room (21–22 °C) under a 12 h light/dark cycle and allowed free access to food and water.

### Animal models

Four different mouse transplant models were used: (1) C57BL/6 CD45.2^+^ donors into C57BL/6, CD45.1^+^ recipients; (2) LDL receptor knockout donors expressing GFP^+/−^ (GFP^+/−^LDLR^−/−^) into GFP^−/−^ LDLR^−/−^ recipients; (3) miR-106b^−/−^ C57BL6 CD45.2^+^ donors into C57BL/6 CD45.1^+^ recipients; and (4) *Vav1Cre*^*+/−*^ *or Vav1Cre*^*−/−*^ *Jarid2*^*fl/fl*^ mice. To generate fetal liver hematopoietic stem cell (FL-HSC) donors, we obtained C57BL/6 CD45.2^+^ (Jax/Lab 002014), GFP^+/−^ C57BL/6 (Jax/Lab 004353), LDLR^−/−^ (Jax/Lab 002207), miR-106b^−/−^ CD45.2^+^ (Jax/Lab 008460) mice, *Vav1Cre* CD45.2^+^ (Jax/Lab 00861) and *Jarid2*^*fl/fl*^ CD45.2^+^ (Jax/Lab 031141). We generated GFP^+/−^ LDLR^−/−^ mice by crossing GFP^+/−^ C57BL/6 with LDLR^−/−^ mice. LDLR^−/−^ were initially crossed with mice that constitutively express the green fluorescent protein (GFP^+/−^) as donors to facilitate the identification of GFP-positive embryos by UV lamp and assessment of donor bone marrow chimerism in GFP^−/−^ recipients. C57BL/6 CD45.2^+^ were used as donors, and C57BL/6 CD45.1^+^ as recipients to facilitate the determination of engraftment without the influence of GFP. There were no differences in insulin resistance phenotype regardless of the engraftment verification model. To generate vitamin D-deficient or -sufficient [VD(−) or VD( + )] FL-HSC donors, we transitioned the dam’s diet 4 weeks prior to pregnancy to either vitamin D-deficient (Harlan TD.87095) or sufficient (Harlan TD.96348) diet^67^. Females were mated with vitamin D-sufficient males to prevent the effects of vitamin D deficiency on male fertility. At gestational day 13.5, VD(−) or VD( + ) FL-HSCs from males and females were harvested for transplantation. A subgroup of pregnant dams was allowed to progress to term. Pups born both vitamin D-deficient and sufficient were weaned to vitamin D-deficient or sufficient diets for 8 weeks. Glucose and insulin tolerance test were performed, and peritoneal macrophages were obtained for RNA expression. All experiments included male and female animals. Mice were euthanized using cervical dislocation according to institutional guidelines. E13.5 embryos are not viable after c-section. Protocols were approved by the Washington University Institutional Animal Care and Use Committee (Protocol 21-0127) and complied with ethical regulations for laboratory animal studies.

### Primary FL-HSC transplants and secondary BM transplants

Fetal liver cells at embryonic day 13.5 include HSCs with a high proliferative capacity, increasing donor engraftment by 10-fold compared to BM stem cell donors^68^. For fetal liver transplantation, vitamin D-deficient or sufficient C57BL6 or LDLR^−/−^ pregnant mice were sacrificed at 13.5 days gestation, with the vaginal plug counted as day 0.5^69^. For the GFP model, positive embryos were selected by UV lamp before dissecting each fetal liver. Fetal livers were then rinsed in sterile saline, followed by trypsinization for 15 min at 37 °C. Fetal liver cells were resuspended in cold DMEM with 5% fetal bovine serum (FBS, Gibco #16000044), filtered through a 70‐µm filter (BD #352350), centrifuged at 125×*g* for 10 min, re-filtered through a 40‐µm filter, and centrifuged at 125*×g* for 5 min. The cells were then rinsed in 15 mL of cold phosphate‐buffered saline (PBS), pelleted, resuspended in 1 mL of PBS, counted using a hemocytometer and adjusted to 10^5^ cells per µL. Cells were genotyped by PCR for the Sry sex-determining region of chr Y to create mixed male and female pools for donation. Fetal liver cells, including HSCs, were injected intravenously within 8 h into 8-week-old vitamin D-sufficient recipient male and female mice following lethal irradiation with 10 Gy from a ^137^Cs gamma irradiator source. For bone marrow transplantation, BM cells were isolated from 24-week-post-primarily transplanted recipients of VD(−) or VD(+) HSCs by flushing the femurs and tibias with ice-cold PBS^28^. Total BM was washed, triturated using a 24-gauge needle (Benson Dickson), collected by centrifugation at 300 *g* for 4 min, and diluted with PBS. After lysis of erythrocytes using Red Blood Cells Lysis buffer (Roche#11814389001), cells were counted. Eight-week-old vitamin D-sufficient C57BL6 (CD45.1^+^) or GFP^−/−^ LDLR^−/−^ male and female recipient mice were lethally irradiated with 10 Gy from a ^137^Cs gamma irradiator source. Within 6 h after irradiation, recipient BM was reconstituted with ~5 × 10^6^ donor marrow cells via a single injection. Eight weeks after either type of transplantation and reconstitution, recipient engraftment was evaluated by flow cytometry quantification of the percentage of CD45.2 or GFP positivity in peripheral leukocytes of recipients, with only those animals >87% chimeric used in experiments^28,33^.

### Metabolic assessment

*Blood samples*: Fasting serum glucose, cholesterol, triglycerides, and FFA were measured after 6 h fasting using commercially available kits. For glucose and insulin tolerance tests, transplant recipient mice were evaluated at 8 weeks or 24 weeks post-transplant. Mice fasted for 6 h before peritoneal injection with 10% D-glucose (1 g/kg, Pfizer, # 00409-7517-16) or insulin (0.75 U/kg, Humulin R # U-100). For both studies, tail vein blood glucose was assayed using a glucometer at baseline and 30, 60, and 120 min after injection^70^. Plasma insulin was assessed at 30 min during GTT (by electrochemiluminescence immunoassay). Hyperinsulinemic-euglycemic clamps and in vivo 2-deoxyglucose uptake (2-DG) assays were performed five days after double-lumen catheters were placed. Animals fasted overnight, and glucose turnover was measured in the basal state and during the clamp at 12 weeks post-transplant in conscious mice, as previously described^28,70,71^. Immediately after euthanasia, hind limb muscles and perigonadal fat were harvested, washed with PBS, and placed in liquid nitrogen until pending analysis. Frozen tissue samples were ground, boiled, and centrifuged. Accumulated 2-DG in the supernatant was separated by ion exchange chromatography using a Dowex 1-X8 (100–200 mesh) anion exchange column. Data are expressed as µmol/100 grams of tissue/min [(2-DG x mean blood glucose)/area under the curve]. *For insulin-stimulated adipocyte 2-DG uptake*, differentiated 3T3-L1 adipocytes or primary adipocytes were co-cultured for 72 h with peritoneal or stromal vascular macrophages or exposed to described conditioned media. For co-culture, macrophages (0.3 × 10^6^) were placed on inserts in transwell plates with 3T3-L1 adipocytes or primary isolated perigonadal adipocytes in the bottom chamber. After macrophage co-culture, adipocytes were serum-starved for 3 h, washed, and incubated with or without insulin (10 nM) for 30 min, then incubated for 10 min with radioactive 2-DG (PerkinElmer NEC 720A250UC). Cells were washed in cold Krebs–Ringer phosphate HEPES (KRPH), and after lysis, [^14^C] was determined by scintillation counting to measure 2-DG uptake^72^. Cytochalasin B, a glucose transport inhibitor (50 µM), was used to correct for non-specific background uptake. Data is presented as a ratio of 2-DG uptake after insulin stimulation to that of non-insulin-stimulated cells. Immunoblots for phospho-AKT (Ser 473) (Cell Signaling #4058 dilution 1 µg/mL), AKT (Cell Signaling #112580 dilution 0.5 µg/mL), and β-Actin (Cell Signaling #8457 dilution 0.5 µg/mL) were performed in homogenized perigonadal adipose tissue from HSC recipients with or without insulin stimulation (Humulin R) 1 µg/mL for 5 min. *For skeletal muscle 2-DG uptake*, primarily transplanted mice were fasted for 6 h, then paired soleus and extensor digitorum longus (EDL) muscles from anesthetized mice were excised and incubated using a 2-step incubation protocol^71^. For all incubation steps, vials were continuously gassed with 95% O_2_/5% CO_2_ and shaken in a heated water bath, and one muscle from each mouse was incubated in solution supplemented with 100 μU/ml of insulin (Humulin R) while the contralateral muscle was incubated in solution without insulin (basal) followed by three incubation steps as previously described^71^. After incubation with 2-DG for 15 min, muscles were rapidly blotted on filter paper dampened with incubation medium, trimmed, freeze-clamped, and stored at −80 °C. Muscles were homogenized, and 2-DG uptake was determined by scintillation counting.

### Isolation of peritoneal and adipose tissue macrophages and primary adipocytes for macrophage phenotype characterization and adipose 2DG uptake

#### Peritoneal macrophages

Unstimulated macrophages were collected following peritoneal PBS injection and placed in 12-well transwell inserts (Costar polycarbonate filters, 3-µm pore size) for co-culture with adipocytes or in 12-well plates for 6–8 h for media collection as previously described^28,67^. *Stromal vascular fraction isolation*. Mice were perfused through the right ventricle with 25 mL of ice-cold PBS. Epididymal fat pads, were excised and minced in PBS with 0.5% BSA. Collagenase I (1 mg/ml, Millipore Sigma SCR 103) was added before incubation with shaking/rotating, and digestion was stopped with pre-warmed KHB (Millipore Sigma). The cell suspension was filtered through a 250-μm filter and spun at 500 × *g* × 5 min to separate floating adipocytes from the stromal vascular fraction (SVF) pellet. The SVF pellet was resuspended in FACS buffer and incubated with anti-CD14 magnetic microbeads (Miltenyi Biotec 130-050-201) and F4/80 (Miltenyi Biotec, 130-110-443) to isolate ATM, which were then placed in 12-well plates with transwell inserts for adipocyte culture or in collagen-coated plates with DMEM plus 10% exosome-depleted FBS for 6 h for media miRNA expression and cytokine analysis^73^.

#### Primary adipocytes

Perigonadal fat pads were initially treated with collagenase as described above, but then floating adipocytes were spun at 100 × *g* × 1  min. Buffer and SVF pellet underneath the floating adipocytes were removed, and cells were washed with pre-warmed KRPH. Adipocytes were transferred into collagen-I-coated 12-well plates (0.5 × 10^6^ cells/plate) and incubated at 37 °C for 60 min before starting the 2-DG protocol.

### 3T3-L1 adipocyte differentiation

Murine 3T3-L1 pre-adipocytes (American Type Culture Collection CL-173) were grown, maintained, and induced to differentiate using a standard protocol^74^. Fully differentiated adipocytes (12 days post differentiation induction) were maintained in DMEM supplemented with 10% FBS (Millipore Sigma) until two days before experimentation when cells were fed with 10% calf serum (Millipore Sigma). Prior to experiments, the media was changed to serum-starved DMEM (low glucose) for 2–3 h.

### Macrophage and adipocyte co-cultures

Transwell chambers were utilized (Costar polycarbonate filters, 3-µm pore size) as previously described^28^ for co-cultures. Membranes and 12-well plates were coated with fibronectin (Sigma Catalog # 341631) overnight at 4 °C. Peritoneal or SVF macrophages were cultured in DMEM plus 10% exosome-depleted FBS for 6 h, and media was tested for miRNA expression and cytokine levels prior to co-culture. Differentiated 3T3-L1 adipocytes were grown to 80–90% confluence in 12-well plates, with a maximum of 0.5 × 10^6^ cells/well. Macrophages (0.3 × 10^5^ cells/well) were added to the transwell upper chamber, with adipocytes in the lower chamber. Cells were co-cultured for 72 h in DMEM/F12 media with 10% exosome-depleted FBS with 2-DG quantification as described above. Some 3T3-L1 cells were cultured only with macrophage-conditioned media but additionally incubated with 0.2 µg/ml TNFα-, IL-1β-, or IL-6-neutralizing antibodies (R&D Biosystems MAB4101) for 72 h, with 2-DG quantification as described above^71^.

### Analysis of monocytes and adipose tissue macrophages (ATMs) and HSCs in the fetal liver by conventional flow cytometry

Monocyte and eWAT SVF macrophage cell surface marker analysis was performed using a FACStar Plus as previously described^75,76^. After isolation, including CD11b selection with microbeads (Catalog #130-049-601) cells were resuspended in flow cytometry buffer (BD Bioscience # 51-2091KZ), and >10^5^ cells were analyzed for each sample. Monocytes were incubated with 10 µg/ml of anti-mouse APC-CD45.1 (BioLegend, #110714) or 10 µg/ml of anti-mouse PE-CD45.2 (BioLegend #109808) for 15 min on ice, then washed before flow cytometry with utilization of 5 µg/ml APC mouse IgG2a/K (BioLegend #400219) and 5 µg/ml of PE mouse IgG2a/K (BioLegend #400211) isotype controls. EGFP-positive cells were excited at 488 nm and measured by flow cytometry at 530 nm. To determine the percentage of ATM cells, CD11b+ SVF from epididymal fat were incubated with 10 µg/ml of anti-mouse PE-F4/80 (BioLegend, #12-4801-82) with the utilization of 5 µg/ml PE rat IgG2a K isotype Control (BioLegend#12-4321-80). To further characterize ATM cells, CD11b+ SVF were stained with 4 µg/ml anti-CCR7 APC-eFluor780 (#47-0271-82 eBioscience) and 4 µg/ml anti-CD86 eFluor450 (#48-0862-80 eBioscience) for M1 macrophage marker expression and 20 µg/ml anti-CD163-Cy5.5 (# M130 Bioss USA) and 4 µg/ml anti-CD206-Alexa700 (#FAB2535N R&D Systems) for M2 macrophage marker expression. Fetal liver cells were incubated with antibody cocktails for long-term hematopoietic stem cell (HSC) antibodies: 10 µg/ml Alexa Fluor® 700 or PE anti-mouse lineage cocktails (#79923 or #78035 BioLegend), 4 µg/ml Sca1- Ly-6A-Alexa Fluor® 700 (#56-5981-82 eBioscience), 4 µg/ml CD117-APC (#17-1172-81 eBioscience), 4 µg/ml CD150-APC 780, (#47-1502-82 eBioscience); Short-term HSCs antibodies: 4 µg/ml CD34 - PE-Cy7 (#25-0349-42 eBioscience), 5 µg/ml Flt3 - PE-Cy5 (#15-1351-82 eBioscience); 5 µg/ml pro B cell: B220-efluor450 (#48-0452-6B2 eBioscience), 4 µg/ml CD43-PE (#12-0431-82 eBioscience); pro T cells: 4 µg/ml CD25-PE (#12-0259-80 eBioscience), CD44-APC (#17-0441-82 eBioscience); 8 µg/ml CMP/GMP: CD16/32-eFluor450 (#48-0161-82 eBioscience); 5 µg/ml MDP/CDP: CD115 APC-eFluor780 (# 47-1152-82 eBioscience).

Cells were acquired using FACStar Plus flow cytometer. Cell aggregates, dead, and cellular debris were excluded based on FSC/SSC. Batch analysis by Flow Jo version 9.6.2 was used for gating consistency and selection of positive populations. Unstained samples were used to control background autofluorescence signals. Flow cytometry data are presented as the percentage of fluorophore- or GFP-positive live cells or as the ratio of M1/M2 percentage of fluorophore-positive live cells in detailed ATM characterization. The gating strategy of the HSC analysis is presented in Supplemental Fig. 2.

### Analysis of immune cell populations in tissues by spectral flow cytometry

Epidydimal adipose tissue (eWAT), inguinal adipose tissue (SubCu) and liver tissues were collected. Lymph nodes were excised from SubCu. Tissues were washed with PBS, minced to small pieces with scissors and digested. Adipose tissues were digested during 30 min at 37 °C in phenol red-free DMEM + 0.5% BSA + collagenase D (1 mg/mL; #11088882001, Roche). Upon digestion, cells were sieved through 100-μm cell strainers and spun down at 500 × *g*, 10 min, 4 °C without breaking. Supernatants were carefully aspirated and the pellet containing (SVF) was incubated with red blood cell lysis buffer (#A1049201, Gibco) buffer for 3 min. 10 ml of cold DMEM was added and cells were spun at 500 × *g*, 10 min, 4 °C. Cells were then resuspended in PBS and counted to obtain total SVF counts in both fat pads from each mouse. Liver samples were processed according to ref. ^77^. Briefly, minced tissue was digested in phenol red-free DMEM + 0.5% BSA + collagenase D (1 mg/mL; #11088882001 Roche) + DnaseI (5 mg/mL; #10104159001 Roche) for 30 min at 37 °C. Cells were then sieved through 70-µm cell strainers and centrifuged at 50×*g* for 3 min at 4 °C to initially separate hepatocytes (pellet) and non-parenchymal cells (NPCs) (supernatant). The supernatant containing NPCs was collected and NPC suspension was centrifuged at 163 *g* for 7 min at 4 °C to pellet the NPCs. NPC pellet was resuspended in red blood cell lysis buffer 1 mL and incubated for 5 min, then washed and centrifuged at 163×*g* for 7 min at 4 °C to re-pellet the NPCs. In total, 2–3 × 10^5^ cells were incubated with Live-or-Dye 665/685 viability dye (1000× diluted according to manufacturer’s instruction; #32013, Biotium) in PBS for 15 min at 4 °C, in 96-well V-bottom plate. Cells were washed and resuspended in FACS buffer (DPBS, 2% FBS, 2 mM EDTA). TruStain FcX PLUS (2.5 μg/mL; #156604 Biolegend) was added to block non-specific Fc receptor binding, and cells were incubated for 10 min. Antibody cocktail of 1 μg/ml CD45.2—BV750 (#747251 BD Biosiences), 1 μg/ml CD11b—BV605 (#101257 Biolegend), 1 μg/ml CD11c—PE-Cy5 (#117316 Biolegend), 1 μg/ml F4/80—PE-Cy7 (#123114 Biolegend), 1 μg/ml CD3—BV650 (#100229 Biolegend), 1 μg/ml CD4—PE-Dazzle594 (#100566 Biolegend), 1 μg/ml CD8—PE (#100708 Biolegend), 1 μg/ml CD19 -BV711 (#115555 Biolegend), 2 μg/ml NK1.1—BV480 (#746265 BD Biosciences), 0.5 μg/ml Ly-6C—BV570 (#128029 Biolegend), 2.5 μg/ml Ly-6G—FITC (#127606 Biolegend), 1 μg/ml Siglec-F—APC-Cy7 (#565527 BD Biosciences), 2.5 μg/ml FcεRIα—Alexa Fluor® 700 (#134324 Biolegend), 1 μg/ml CD45.1—BV421 (#110732 Biolegend) was added, and cells were incubated for 30 min at 4 °C. Cells were washed 3× with FACS buffer, resuspended in ice-cold PBS and acquired on Cytek Nothern Lights 3-laser spectral cytometer.

An unmixing of the spectral data was performed using SpectroFlo software (Cytek). For unbiased analysis, FCS files were processed using OMIQ analysis platform. Doublets, debris, and dead cells were excluded, and live CD45+ were downsampled to an equal number of cells from each mouse. Data from independent experiments were pooled (15,472 events per condition for eWAT, 8940 events per condition for SubCu, 4148 events per condition for liver), and uniform manifold approximation and projection (UMAP)^78^ was used to visualize the data. FlowSOM algorithm was used to generate filters, which were then manually inspected and adjusted in some cases. The total number of cells in identified filters were calculated from total SVF cell counts and CD45 percentages in each sample (mouse).

### F4/80 immunofluorescence staining

For tissue sections, ketamine/xylazine-anesthetized mice were perfused for 10 min with 4% paraformaldehyde before perigonadal fat pads were collected and immersed in the same fixative for 12–15 h at 4 °C. After rinsing and PBS wash, the tissue was dehydrated with gradual steps of EtOH and paraffin-embedded. Adipose tissue was cut into 3–4 μm sections, then slides were deparaffinized, rehydrated, and blocked for endogenous peroxidase activity (1% H_2_O_2_ in TBST). Following the manufacturer’s recommendations, the slides were stained with F4/80-specific antibodies (1:300 Abcam ab6640). F4/80-positive cells were counted in 15 fields with a ×20 objective. A similar protocol was used for F4/80 immunohistochemistry in 5-μm paraffin sections of brown adipose tissue and muscle, using a 1:100 dilution of the Abcam ab6640 antibody and hematoxylin counterstaining. Adipocyte size was measured from a minimum of 200 adipocytes per mouse using ImageJ software.

### Monocyte adhesion and migration

Briefly, 3 × 10^5^ CD14^+^eWAT SVF macrophages were added to fibronectin-coated plates to assess adhesion and incubated for 4 hr at 37 °C before adhered cells were stained crystal violet and absorbance was quantified. Transwell migration assays were performed (Costar polycarbonate filters, 5-μm pore size) as previously described.^79^ Membranes and 12-well plates were coated with fibronectin (5 μl/mL; Life Technologies) overnight at 4 °C. CD14^+^eWAT SVF macrophages (0.3 × 10^5^ cells/well) were added to the upper chamber, and MCP-1 (100 ng/well; Sigma) in 0.8% agarose solution was added to the lower chamber to stimulate migration. Cells migrating into the lower chamber after 8 h of incubation were manually counted and presented as a percentage of cells migrated.

### Microarray and bioinformatics analysis

Purified DNA-free RNA from primary recipients’ BM cells was quantified, and quality was assessed using a Nanodrop ND‐100 spectrophotometer and hybridized to Affymetrix GeneChip miRNA 4.0 microarrays by Washington University’s Genome Technology Access Center. The array signal data was processed with Partek Genomics Suite 6.6 (Partek, St Louis, MO). Upregulated genes (ratio >1.19 and nominal *P* < 0.05) and downregulated genes (ratio <0.94 and nominal *P* < 0.05) in BM of VD- FL-HSC recipients were used as input for enrichment pathway analysis using Enrichr, Embryonic Stem Cells Atlas of Pluripotency Evidence (ESCAPE), gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Wiki-pathway databases. RNA sequences from bone marrow array data (GSE158763) have been deposited in the NCBI GEO repository.

### Methylation analysis

Genomic DNA from bone marrow and 6-month-old eWAT ATM was obtained. Next-generation sequencing methylation analyses were performed by EpigenDx, Inc. (Hopkinton, Massachusetts, United States). 500 ng of extracted DNA samples were bisulfite-modified using the EZ-96 DNA Methylation-Direct KitTM (ZymoResearch; Irvine, CA; cat# D5023) per the manufacturer’s protocol. All bisulfite-modified DNA samples were amplified using separate multiplex or simplex PCRs. PCR products from the same sample were pooled, and libraries were prepared using a custom Library Preparation method created by EpigenDx. Library molecules were purified using Agencourt AMPure XP beads (Beckman Coulter; Brea, CA; cat# A63882). Barcoded samples were then pooled in an equimolar fashion before template preparation and enrichment were performed on the Ion ChefTM system using Ion 520TM & Ion 530TM ExT Chef reagents (Thermo Fisher; Waltham, MA; cat# A30670). Following this, enriched, template-positive library molecules were sequenced on the Ion S5TM sequencer using an Ion 530TM sequencing chip (cat# A27764). FASTQ files from the Ion Torrent S5 server were aligned to the local reference database using open-source Bismark Bisulfite Read Mapper with the Bowtie2 alignment algorithm. Methylation levels were calculated in Bismark by dividing the number of methylated reads by the total number of reads. The % methylation increase was calculated as CpG methylation of recipients of HSC VD(−) – CpG methylation of HSC VD(+) recipients/CpG methylation of HSC VD(+) recipients.

### Exosome isolation

Media was centrifuged at 2000*×g* for 30 min. The supernatant was transferred to a new tube and centrifuged at 100,000×*g* for 18 h. Density-gradient-based isolation was then performed using the Total Exosome Isolation kit (Invitrogen)^80^. The purity of exosome vesicles was confirmed by western blot showing the presence of EV marker protein expression as previously described^33,80^.

### MicroRNA and mRNA expression via RT-qPCR

miRNA purification and isolation from 3T3-L1 cells were performed using the *mir*Vana miRNA kit (Invitrogen Ambion) and anti-miR (AM10067). RTq-PCR was performed using the TaqMan reagent kit, with the relative expression of miRNA calculated by the comparative threshold cycle method relative to miR-39 from *C. elegans*. For media assays, we spiked in miR-39 as an exogenous housekeeping miRNA control prior to extraction (Qiagen #219610). TaqMan primers were obtained from Life Technologies for miRNAs 106b-5p (#000442), 106b-3p (#002380), let7g-5p (#002282), 142-3p (#000464), 330-3p(#001062), 19b-5p (#002425), 125a-5p (#002198), 331-3p (#000545), U6 (#4427975) and 39 (#467942). mRNA RTq-PCR was performed with the GeneAmp 7000 Sequence Detection System using the SYBR® Green reagent kit (Applied Biosystems)^33^. We used the following mouse oligonucleotides; for *Jarid2* forward 5′-GCGGTAAATGGGCTTCTTGG-3’; *Jarid2* reverse 5’- TGCTAGTAGAGGACACTTGGGA-3’; *Ppargc1a* forward 5′-AGCCTCTTTGCCCAGATCTT-3’; *Ppargc1a* reverse 5′-GGCAATCCGTCTTCATCCAC-3’, *Mef2b* forward 5′-GACCGTGTGCTGCTGAAGTA-3; *Mef2b* reverse 5′-AGCGT CTCGAGGATGTCAGT-3’; *Nrf1* Forward 5′-GTACAAGAGCATGATCCTGGA-3’; *Nrf1-*reverse 5′-GCTCTTCTGTGCGGACATC-3’; *Atp5g* forward 5’-AGTTGGTGTGGCTGGATCA-3’; *Mrpl32* forward, 5’-AAGCGAAACTGGCGGAAAC-3’; *Mrpl32* reverse, 5’-GATCTGGCCCTTGAACCTTCT-3’; *PDPK1* forward, 5’-CCACTGAGGAAGATCGACAGAC-3’; *PDPK1* reverse, TCTGCTCAGCTTCACCGCATTC-3’; *PIK3CA* forward, 5’-CACCTGAACAGACAAGTAGAGGC-3’; *PIK3CA* reverse, 5’-GCAAAGCATCCATGAAGTCTGGC-3’; *PIK3R1* forward, 5’-CAAACCACCCAAGCCCACTACT-3’; *PIK3R1* reverse, 5’- CCATCAGCAGTGTCTCGGAGTT-3’. All assays were done in triplicate, with data expressed as relative expression of mRNA normalized to mouse ribosomal protein *Mrpl32*.

### Plasmids and small interfering RNA transfection

3T3-L1 cells were transfected with mirVana miR-106b (LifeTechnology MC10067), let 7g-5p (LifeTechnology MC11758), 330-3p (LifeTechnology MC10732), 19b-5p (LifeTechnology MC13042), 142-3p (LifeTechnology M C10398),125a-5p (LifeTechnology MC12561), 331-3p (LifeTechnology MC10881) mimics or miR-106b or Let7g antagomirs (AM10067, MH11758 respectively). 72 h after transfection, 3T3-L1 cells were evaluated for 2-DG uptake and mRNA expression in lysates by RT-qPCR. 3T3-L1 cells were also transfected with pre-miR-106b siRNA sense oligonucleotides 5’-CCU AAU GAC CCU CAA GCC GUU-3 and antisense 5’-CGG CUU GAG GGU CAU UAG GUU-3’ then exposed to VD( + ) HSC or VD(-) HSC-recipient peritoneal macrophage media for 72 h before assessment of pre-miR-106-5p or mature miR-106b-5p. Peritoneal macrophages from VD( + ) HSC or VD(-) HSC recipients were transduced with lentivirus containing sense either Jarid2-siRNA (LifeTechnology 4390771), *Ppargc1a*-siRNA (LifeTechnology, AM16708), or control-siRNA (LifeTechnology AM461**)** for 48 h and mRNA expression was determined as previously described^81^.

### Western blot analysis

3T3-L1 adipocytes were homogenized in RIPA lysis buffer containing protease and phosphatase inhibitors. Lysates were clarified, centrifuged, and resolved by SDS-PAGE. Samples were transferred to PVDF membranes that were subsequently probed with the following antibodies for protein and phosphoprotein detection: 9 µg/ml anti-PIK3CA (ab40776, Abcam), 4 µg/ml anti-PI3KR1 (ab191606 Abcam), 3 µg/ml anti-PDPK1 (ab52893, Abcam,) 1:1000 dilution ant-AKT (9272 S, Cell Signaling Technology), 1:500 dilution anti-pAKT (9271L, Cell Signaling Technology) and 1:2000 dilution β-actin (3700S, Cell Signaling Technology). Protein levels were quantified using Image Studio Lite Ver 5.2 (LI-COR) and normalized to β-actin protein levels.

### Human samples

Specimens & data were obtained in a de-identified manner from the Women and Infant Specimen Consortium (WIHSC) ICTS/CTSA ULI PR000448 IRB#201013004 consisting of 30 women with singleton pregnancies resulting in full-term vaginal or C-section delivery that fulfill the inclusion criteria were recruited during the day 7 am to 4 pm at Barnes and Jewish hospital by the Women and Infant Specimen Consortium (WIHSC) from 06/26/2017 to 05/15/2018. Sex from singleton was specified in Supplementary Table 4. Racial identity was provided by the Women and Infant Specimen Consortium (WIHSC) based on skin color. Intrauterine growth retardation, small/large for gestational age, diabetes (gestational, type 1, and type 2 DM), preeclampsia, chorioamnionitis, acute infection (fever or active herpes), and moderate or severe alcohol or drug abuse during pregnancy were excluded. Venous cord blood plasma was collected for 25-hydroxyvitamin D levels (LC-MS/MS)^75,76^ and quantification of miRNA expression from plasma exosomes^80,82^. Cord blood monocytes were isolated as previously described^81^. Monocytes were stabilized for 2 h in 100% serum from the original patient to mimic in vivo conditions for experiments^75,76^. Isolated monocytes were co-cultured with 3T3-L1 adipocytes in transwell chambers for insulin-stimulated 2-DG studies. Monocyte mRNA was also assessed by qPCR^81^.

### Statistical analysis

Experiments were carried out in duplicate or triplicate, with “*n*” referring to the number of distinct samples. Gaussian distribution was verified by Kolmogorov–Smirnov distance. Parametric data are expressed as mean ± SEM and analyzed by two-sided *t* tests, paired or unpaired as appropriate, or by one-way ANOVA and Tukey’s post-test for more than two groups. Statistical analysis was carried out using GraphPad Prism version 8.4.3.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

RNA sequences from bone marrow array data (GSE158763) have been deposited in the NCBI GEO repository. All data relating to the findings within this manuscript can be found within the manuscript, figures, or supplementary information.  Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Embryonic vitamin D deficiency programs hematopoietic stem cells to induce type 2 diabetes
**Source:** Nat Commun. 2023 Jun 13;14:3278. doi: 10.1038/s41467-023-38849-z
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis Data Analysis. Prism 8 version 8.4.3: The array signal data was processed with Partek Genomics Suite 6.6 (Partek, St Louis, MO): Enrichment pathway analysis using Enrichr, Embryonic Stem Cells Atlas of Pluripotency Evidence (ESCAPE), gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Wiki-pathway databases. Methylation Analysis: FASTQ files from the Ion Torrent S5 server were aligned to the local reference database using open-source Bismark Bisulfite Read Mapper with the Bowtie2 alignment algorithm.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA sequences from bone marrow arrays (GSE158763) and methylation data (GSE157195) have been deposited in the NCBI GEO repository.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Specimens & data were obtained in a de-identified manner from the Women and Infant Specimen Consortium (WIHSC) IRB#201013004, consisting of 30 healthy pregnant women prior to delivery and their full-term infants. Women with singleton pregnancies resulting in full-term vaginal or C-section delivery were included. Sex from singleton were specified on table 4                                                                                                                                                        |
| Reporting on race, ethnicity, or other socially relevant groupings | Racial identity was provided by the Women and Infant Specimen Consortium (WIHSC) based on skin color.                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Population characteristics                                         | Women with singleton pregnancies resulting in full-term vaginal or C-section delivery were included. Intrauterine growth retardation, small/large for gestational age, diabetes (gestational, type 1, and type 2 DM), preeclampsia, chorioamnionitis, acute infection (fever or active herpes), and moderate or severe alcohol or drug abuse during pregnancy were excluded. We included the pregnant mothers' age, race, pre-pregnancy BMI, BMI at delivery, vitamin D levels at delivery and infant birth weight and Height |
| Recruitment                                                        | 30 Women with singleton pregnancies resulting in full-term vaginal or C-section delivery that fulfill the inclusion criteria were recruited during the day 7 am to 4pm at Barnes and Jewish hospital by the Women and Infant Specimen Consortium (WIHSC) from 06/26/2017 to 05/15/2018.                                                                                                                                                                                                                                       |
| Ethics oversight                                                   | Washington University Human Research Protection office IRB#201013004                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size for these experiments was based on the effect size on glucose tolerance test from our previous publication from bone marrow transplants from vitamin D receptor knockdown in macrophages(KODMAC) into WT mice and from WT into KODMAC (Oh J, Riek AE, Darweh I, Funai K, Shao J, Chin K, Sierra OL, Carmeliet G, Ostlund RE Jr, Bernal-Mizrachi C.. Cell Rep. 2015 Mar 24;10(11): 1872-86). Based on these results, 10 animals per group were estimated to give us 90% power to detect a difference between groups at an alpha of 0.05. For subsequent animal experiments of multiple sets of primary transplants and secondary transplants were performed with a target a sample size of 10 mice per group. |
| Data exclusions | There were no data exclusions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | All animal glucose and insulin tolerance test measurements consisted of at least 10 mice per group of primary and secondary transplanted mice, they were validated in at least in two sets of mice. For all cellular experiments, assays were carried out in duplicate or triplicate, and each experiment was performed at least twice for replication. All results replicated successfully.                                                                                                                                                                                                                                                                                                                             |
| Randomization   | Samples and organisms were studies based upon genotyping. Both sexes were included for all experiments, with random allocation based on available animals. Mice within the same experiment were the same age and had the same genetic background.                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Technicians were blinded to animal assessments because a different technician performed the genotyping prior. Technicians were not blinded to cellular assays but all outcomes were quantitative and objective.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Anti-CD11b, AAPC-CD45.1, Anti-mouse PE-CD45.2, Anti- IgG2a/K , Anti-PE mouse IgG2a/K , Anti-Phosphor-Akt ab, Anti-AKT, Anti-F4/80 , Anti-TNF-alpha, Anti-Il-1beta,anti-IL-6, Anti Beta Actin, Rat IgG2a K isotype Control, anti-CD86 eFluor450, anti-CD163-Cy5.5, anti-CD206-Alexa700, Sca1- Ly-6A-Alexa Fluor® 700, CD117-APC, CD150-APC 780, CD34 - PE-Cy7, Flt3 - PE-Cy5, B220-eFluor 450, CD43-PE, CD25-PE, CD44-APC, CD16/32-eFluor 450, CD115 APC-eFluor 780, CD45.2 – BV750, CD11b - BV605, CD11c - PE-Cy5, CD3 - BV650, CD4 - PE-Dazzle594, CD8 – PE, CD19 -BV711, NK1.1 - BV480, Ly-6C - BV570, Ly-6G – FITC, Siglec-F - APC-Cy7, FcεRIα - Alexa Fluor® 700, CD45.1 - BV421, anti-PIK3CA, anti-PI3KR1, anti-PDPK1

## Validation

## Anti-CD11b antibody

Abcam

Catalog # ab8878

<https://www.abcam.com/cd11b-antibody-m170-ab8878.html>

## AAPC-CD45.1

Company Name: BioLegend,

Cat#: 110714

Clone#: A20

Company Validation: <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd45-1-antibody-2319>

Reference: Phan, Tri Giang, et al. "Subcapsular encounter and complement-dependent transport of immune complexes by lymph node B cells." Nature immunology 8.9 (2007): 992-1000.

## anti-mouse PE-CD45.2

Company Name: BioLegend

Cat#: 109808

Clone#: 104

Company Validation: <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd45-2-antibody-7>

Reference: : Phan, Tri Giang, et al. "Subcapsular encounter and complement-dependent transport of immune complexes by lymph node B cells." Nature immunology 8.9 (2007): 992-1000.

## mouse IgG2a/K

Company Name: BioLegend,

Cat#: 400219

Clone#: MOPC-173

Company Validation: <https://www.biolegend.com/en-us/products/apc-mouse-igg2a-kappa-isotype-ctrl-1397>

Reference: Lewis DR, Petersen LK, York AW, Zablocki KR, Joseph LB, Kholodovych V, Prud'homme RK, Uhrich KE, Moghe PV. Sugar-based amphiphilic nanoparticles arrest atherosclerosis in vivo. Proc Natl Acad Sci U S A. 2015 Mar 3;112(9):2693-8. doi: 10.1073/pnas.1424594112. Epub 2015 Feb 17. PMID: 25691739; PMCID: PMC4352838.

## PE mouse IgG2a/K

Company Name: BioLegend,

Cat#: 400211

Clone#: MOPC-173

Company Validation: <https://www.biolegend.com/en-us/products/pe-mouse-igg2a-kappa-isotype-ctrl-1401>

Reference: Ameres S, Besold K, Plachter B, Moosmann A. CD8 T cell-evasive functions of human cytomegalovirus display pervasive MHC allele specificity, complementarity, and cooperativity. J Immunol. 2014 Jun 15;192(12):5894-905. doi: 10.4049/jimmunol.1302281. Epub 2014 May 7. PMID: 24808364.

## Phosphor-Akt ab (Ser 473) dilution 1ug/mL

Company Name: Cell signaling

Cat#: 4058

Clone#: 193H12

Company Validation: <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-193h12-rabbit-mab/4058>

Reference: Inoki K, Li Y, Zhu T, Wu J, Guan KL. TSC2 is phosphorylated and inhibited by Akt and suppresses mTOR signalling. Nat Cell Biol. 2002 Sep;4(9):648-57. doi: 10.1038/ncb839. PMID: 12172553.

**AKT (#dilution 0.5 ug/mL)**

Company Name: Cell signaling

Cat#: 4691

Clone#: C67E7

Company Validation: <https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691?site-search-type=Products&N=4294956287&Ntt=akt&fromPage=plp>

Reference: Inoki K, Li Y, Zhu T, Wu J, Guan KL. TSC2 is phosphorylated and inhibited by Akt and suppresses mTOR signalling. Nat Cell Biol. 2002 Sep;4(9):648-57. doi: 10.1038/ncb839. PMID: 12172553.

**b-Actin (#dilution 0.5 ug/mL)**

Company Name: Cell signaling

Cat#: 8457

Clone#: D6A8

Company Validation: <https://www.cellsignal.com/products/primary-antibodies/b-actin-d6a8-rabbit-mab/8457>

Reference: Du J, Wang X, Mierles C, Bailey JL, Debigare R, Zheng B, Price SR, Mitch WE. Activation of caspase-3 is an initial step triggering accelerated muscle proteolysis in catabolic conditions. J Clin Invest. 2004 Jan;113(1):115-23. doi: 10.1172/JCI18330. PMID: 14702115; PMCID: PMC300763.

**F4/80 for immunofluorescence**

Company Name: abcam

Cat#: ab6640

Clone#: Cl:A3-1

Company Validation: <https://www.abcam.com/f480-antibody-cia3-1-macrophage-marker-ab6640.html>

Reference: Xue N, Zhou Q, Ji M, Jin J, Lai F, Chen J, Zhang M, Jia J, Yang H, Zhang J, Li W, Jiang J, Chen X. Chlorogenic acid inhibits glioblastoma growth through repolarizing macrophage from M2 to M1 phenotype. Sci Rep. 2017 Jan 3;7:39011. doi: 10.1038/srep39011. PMID: 28045028; PMCID: PMC5206721.

**TNF-a Antibody**

Company Name: Cell signaling

Cat#: 7321

Clone#: D1B4

Company Validation: [https://www.cellsignal.com/products/primary-antibodies/human-tnf-a-neutralizing-d1b4-rabbit-mab/7321#:~:text=Product%20Description,their%20binding%20to%20biological%20molecules.&text=Human%20TNF%2D%CE%B1%20Neutralizing%20\(D1B4\)%20Rabbit%20Ab%20has%20been,L%2D929%20mouse%20fibroblast%20cells](https://www.cellsignal.com/products/primary-antibodies/human-tnf-a-neutralizing-d1b4-rabbit-mab/7321#:~:text=Product%20Description,their%20binding%20to%20biological%20molecules.&text=Human%20TNF%2D%CE%B1%20Neutralizing%20(D1B4)%20Rabbit%20Ab%20has%20been,L%2D929%20mouse%20fibroblast%20cells)

Reference: Hehlhans T, Pfeffer K. The intriguing biology of the tumour necrosis factor/tumour necrosis factor receptor superfamily: players, rules and the games. Immunology. 2005 May;115(1):1-20. doi: 10.1111/j.1365-2567.2005.02143.x. PMID: 15819693; PMCID: PMC1782125.

**IL-1 $\beta$** 

Company Name: Thermo Fisher

Cat#: 16-7012-81

Clone#: B122

Company Validation: <https://www.thermofisher.com/antibody/product/IL-1-beta-Antibody-clone-B122-Monoclonal/16-7012-81>

Reference: Shao L, Zhou HJ, Zhang H, Qin L, Hwa J, Yun Z, Ji W, Min W. SENP1-mediated NEMO deSUMOylation in adipocytes limits inflammatory responses and type-1 diabetes progression. Nat Commun. 2015 Nov 24;6:8917. doi: 10.1038/ncomms9917. PMID: 26596471; PMCID: PMC4662081.

**IL-6 abs**

Company Name: Thermo Fisher

Cat#: 14-7061-81

Clone#: MP5-20F3

Company Validation: <https://www.thermofisher.com/antibody/product/IL-6-Antibody-clone-MP5-20F3-Monoclonal/14-7061-81#:~:text=The%20MP5%2D20F3%20antibody%20is,monocytes%2C%20fibroblasts%20and%20endothelial%20cells>Reference: Macià A, Vaquero M, Gou-Fàbregas M, Castelblanco E, Valdivielso JM, Anerillas C, Mauricio D, Matias-Guiu X, Ribera J, Encinas M. Sprouty1 induces a senescence-associated secretory phenotype by regulating NF $\kappa$ B activity: implications for tumorigenesis. Cell Death Differ. 2014 Feb;21(2):333-43. doi: 10.1038/cdd.2013.161. Epub 2013 Nov 22. PMID: 24270409; PMCID: PMC3890957.**Rat IgG2a K isotype Control**

Company Name: ebioscience

Catalog #12-4321-80

Company Validation: <https://www.thermofisher.com/antibody/product/Rat-IgG2a-kappa-clone-eBR2a-Isotype-Control/12-4321-80>**anti-CD86 eFluor450**

Company Name: ebioscience

Catalog # 48-0862-82

Company Validation: <https://www.thermofisher.com/antibody/product/CD86-B7-2-Antibody-clone-GL1-Monoclonal/48-0862-82>**anti-CD163-Cy5.5**

Company Name: Bioss

Catalog # bs-2527R-Cy5.5

Company Validation: <https://www.biossusa.com/products/bs-2527r-cy5-5>

anti-CD206-Alexa700

Company Name: R&D Systems

Catalog # FAB2535N

Company Validation: [https://www.rndsystems.com/products/mouse-mmr-cd206-alexa-fluor-700-conjugated-antibody\\_fab2535n](https://www.rndsystems.com/products/mouse-mmr-cd206-alexa-fluor-700-conjugated-antibody_fab2535n)

Sca1- Ly-6A-Alexa Fluor® 700

Company Name: ebioscience

Catalog # 56-5981-82

Company Validation: <https://www.thermofisher.com/antibody/product/Ly-6A-E-Sca-1-Antibody-clone-D7-Monoclonal/56-5981-82>

CD117-APC

Company Name: ebioscience

Catalog #17-1172-81

Company Validation: <https://www.thermofisher.com/antibody/product/CD117-c-Kit-Antibody-clone-ACK2-Monoclonal/17-1172-82>

CD150-APC 780

Company Name: ebioscience

Catalog #47-1502-82

Company Validation: <https://www.thermofisher.com/antibody/product/CD150-Antibody-clone-mShad150-Monoclonal/47-1502-82>

CD34 - PE-Cy7

Company Name: ebioscience

Catalog #25-0349-42

Company Validation: <https://www.thermofisher.com/antibody/product/CD34-Antibody-clone-4H11-Monoclonal/25-0349-42>

Flt3 - PE-Cy5

Company Name: ebioscience

Catalog #15-1351-82

Company Validation: <https://www.thermofisher.com/antibody/product/CD135-Flt3-Antibody-clone-A2F10-Monoclonal/15-1351-82>

B220-eFluor 450

Company Name: ebioscience

Catalog #48-0452-6B2

Company Validation: <https://www.thermofisher.com/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/48-0452-82>

CD43-PE

Company Name: ebioscience

Catalog #12-0431-82

Company Validation: <https://www.thermofisher.com/antibody/product/CD43-Antibody-clone-eBioR2-60-Monoclonal/12-0431-82>

pro T cells: CD25-PE

Company Name: ebioscience

Catalog #12-0259-80

Company Validation: <https://www.thermofisher.com/antibody/product/CD25-Antibody-clone-BC96-Monoclonal/12-0259-80>

CD44-APC

Company Name: ebioscience

Catalog #17-0441-82

Company Validation: <https://www.thermofisher.com/antibody/product/CD44-Antibody-clone-IM7-Monoclonal/17-0441-82>

CD16/32-eFluor 450

Company Name: ebioscience

Catalog #48-0161-82

Company Validation: <https://www.thermofisher.com/antibody/product/CD16-CD32-Antibody-clone-93-Monoclonal/48-0161-82>

CD115 APC-eFluor 780

Company Name: ebioscience

Catalog #47-1152-82

Company Validation: <https://www.thermofisher.com/antibody/product/CD115-c-fms-Antibody-clone-AFS98-Monoclonal/47-1152-82>

CD45.2 – BV750

Company Name: BD Biosciences

Catalog #747251

Company Validation: <https://www.bdbiosciences.com/ja-jp/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv750-mouse-anti-mouse-cd45-2.747251>

CD11b - BV605

Company Name: Biolegend

Catalog #101257

Company Validation: <https://www.biolegend.com/en-gb/neuroscience-1/brilliant-violet-605-anti-mouse-human-cd11b-antibody-7637?GroupID=BLG10530>

CD11c - PE-Cy5

Company Name: Biolegend

Catalog #117316

Company Validation: <https://www.biolegend.com/en-ie/products/pe-cyanine5-anti-mouse-cd11c-antibody-3085>

CD3 - BV650

Company Name: Biolegend

Catalog #100229

Company Validation: <https://www.biolegend.com/nl-nl/products/brilliant-violet-650-anti-mouse-cd3-antibody-7843>

CD4 - PE-Dazzle594

Company Name: Biolegend

Catalog #100566

Company Validation: <https://www.biolegend.com/en-us/punchout/punchout-products/product-detail/pe-dazzle-594-anti-mouse-cd4-antibody-9845?GroupID=BLG4211>

CD8 - PE

Company Name: Biolegend

Catalog #1100708

Company Validation: <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd8a-antibody-155>

CD19 -BV711

Company Name: Biolegend

Catalog #115555

Company Validation: <https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-cd19-antibody-12075>

NK1.1 - BV480

Company Name: BD Biosciences

Catalog #746265

Company Validation: <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv480-mouse-anti-mouse-nk-1-1.746265>

Ly-6C - BV570

Company Name: Biolegend

Company Validation: Catalog #128029

<https://www.biolegend.com/fr-lu/products/brilliant-violet-570-anti-mouse-ly-6c-antibody-7392>

Ly-6G - FITC

Company Name: Biolegend

Catalog #127606

Company Validation: <https://www.biolegend.com/fr-lu/products/fitc-anti-mouse-ly-6g-antibody-4775>

Siglec-F - APC-Cy7

Company Name: BD Biosciences

Catalog #565527

Company Validation: <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-cy-7-rat-anti-mouse-siglec-f.565527>

FcεRIα - Alexa Fluor® 700

Company Name: Biolegend

Catalog #134324

Company Validation: <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-fcepsilonrialpha-antibody-12817>

CD45.1 - BV421

Company Name: Biolegend

Catalog #110732

Company Validation: <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd45-1-antibody-7255>

anti-PIK3CA

Company Name: Abcam

Catalog #ab40776  
 Company Validation: <https://www.abcam.com/pi-3-kinase-catalytic-subunit-alphapik3ca-antibody-ep383y-ab40776.html>

anti-PI3KR1  
 Company Name: Abcam  
 Catalog #ab191606  
 Company Validation: <https://www.abcam.com/pi-3-kinase-p85-alpha-antibody-epr18702-ab191606.html>

anti-PDPK1  
 Company Name: Abcam  
 Catalog #ab52893  
 Company Validation: <https://www.abcam.com/pdpk1-antibody-ep569y-ab52893.html>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                       |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | 3T3-L1 adipocytes (American Type Culture Collection) CL-173                                                                                                           |
| Authentication                                                    | Fully differentiated adipocytes (12 days post differentiation induction) were test by Oil red O staining for neutral fat deposition before any co-culture experiments |
| Mycoplasma contamination                                          | Cells were not tested for mycoplasma contamination                                                                                                                    |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | N/A                                                                                                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <ol style="list-style-type: none"> <li>1. Ldlr KO (B6.129S7-Ldlrtm1Her/J), Jackson Laboratory Stock No:002207</li> <li>2. C57BL/6J, CD45.2, Jackson Laboratory. Stock No: 000664</li> <li>3. C57BL/6 CD45.1, Jackson Laboratory. Stock No: 002014</li> <li>4.C57BL/6 GFP+/- Jackson Laboratory. Stock No:004353</li> <li>5. miR-106b KO (Mirc3tm1.1Tyj/J) Jackson Laboratory stock No 008460</li> <li>6. Vav1-Cre CD45.2+ Jackson Laboratory stock No 00861</li> <li>7. Jarid2fl/fl CD45.2+ Jackson Laboratory stock No 031141</li> </ol> |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | Sex based analysis was considered in the study design. This aggregated sex information is presented for each experiment in the source data file for each individual experiment                                                                                                                                                                                                                                                                                                                                                            |
| Field-collected samples | Mice were housed within a temperature controlled room (21-22 C) under a 12 h light/dark cycle and allowed free access to food and water                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | Protocols were approved by the Washington University Institutional Animal Care and Use Committee (Protocol 21-0127) and complied with ethical regulations for laboratory animal studies.                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Engraftment verification: Single cell suspensions of blood were stained with fluorochrome-conjugated mAbs (Biolegend, Inc) for surface markers CD45.1 and 45.2. Cell suspensions were fixed with paraformaldehyde and analyzed by Flow cytometry. After isolation, including CD11b selection with microbeads, cells were resuspended in flow cytometry buffer, and |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

>105 cells were analyzed for each sample. Monocytes were incubated with 0.2 mg/mL of anti-mouse APC-CD45.1 (BioLegend, #110714) or anti-mouse PE-CD45.2 (BioLegend #109808) for 15 min on ice, then washed before flow cytometry with utilization of APC mouse IgG2a/K (BioLegend #400219) and PE mouse IgG2a/K (BioLegend #400211) isotype controls. EGFP positive cells were excited at 488 nm and measured by flow cytometry at 530 nm.

Instrument

Four-color BD FACScan™ flow cytometer.

Software

Cell aggregates, dead, and cellular debris were excluded based on FSC/SSC. Batch analysis by Flow Jo version 9.6.2 was used for gating

Cell population abundance

Engraftment verification: 100 ul of peripheral blood.

Gating strategy

Cell aggregates, dead, and cellular debris were excluded based on FSC/SSC. Batch analysis by Flow Jo version 9.6.2 was used for gating consistency and selection of positive populations. Unstained samples and blocking with FC were used to decrease autofluorescence and non-specific background. Flow cytometry data is presented as the percentage of fluorophore- or GFP-positive live cells. Also we used a different gating strategy for identification of macrophage dendritic cell progenitors and conventional dendritic cell progenitors. c-Kit+ Flt3+ were also plotted by CD16/32 CD34 identifying megakaryocytes erythroid progenitors; common myeloid progenitors; and granulocyte-macrophage progenitors.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

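RNA of recipient BM was measured on 10 arrays, 5 of VD(−) and 5 of VD(+) HSC recipients, with 3 single samples and 2 pools in each group. Samples were assigned to groups from the sample labels and the paper, and the labels do not say whether the pools hold RNA of the single mice. The deposited values are log2 values that the authors made in Partek Genomics Suite 6.6 with RMA. The paper names the Partek software only, and RMA is named in the submitters' processing notes. RMA corrects the background of each array, brings the distributions of the arrays to one shape and summarises the probes of each probe set, so that differences in the total amount of RNA between arrays are removed before any comparison. The values are not centred per gene. Filters applied by the authors and the genome build behind the probe sets are not given in the sources used here. The array medians lay between 4.74 and 4.80, and the depth of an array is not a count, so the number of arrays limits the precision. The deposited table has 0 columns that were not used.

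Gene names came from the annotation table of the array, in which 21789 of 35556 probe sets list 1 gene, 1621 list several and 12146 list none. Of the probe sets with 1 gene, 21698 were matched by gene identifier to a current gene table, and 0 symbols changed. Several array symbols differ from those the paper prints, such as Atp5g1 for Atp5mc1, Atp5g2 for Atp5mc2, Atp5e for Atp5f1e, Atp5k for Atp5me and Atp5j2 for Atp5mf. For a gene with several probe sets the one with the highest mean over the 10 arrays was used, which left 19938 genes, and other probe sets are given where they disagree.

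Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, on the deposited log2 values of all 35556 probe sets, with the Benjamini-Hochberg adjustment over all of them. Log2 fold changes are VD(−) less VD(+), and their standard errors are the moderated ones of limma. Counts are given at an adjusted p under 0.05 and at the thresholds of the methods, which are a nominal p under 0.05 with a ratio above 1.19 or below 0.94. The legend of Fig. 2 names a two-tailed t test, which was run on the same values as an alternative. Single genes were also tested with an exact permutation test of the 5 arrays against 5, two-sided, where the smallest p is 0.00794. Gene lists were tested with limma's camera, with a preset correlation of 0.01 between genes and with an estimated one, and with fry, for lists with at least 3 measured genes. The 43 gene lists, which name 737 genes, were fixed before the data were examined. Of these, 42 had enough measured genes, and with the list of all genes of oxidative phosphorylation, joined from 3 of them and fixed at the same time, 43 lists were tested.

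Genes are named by a rule fixed at the same time. It takes each gene the paper names for this experiment, the 4 members with the smallest nominal p of each list described, and the 12 largest rises and 12 largest falls among probe sets with 1 annotated gene whose 5 values of one group all lie above the 5 of the other. The last part leaves out predicted or numbered gene models (such as symbols with Gm or Rik), olfactory and vomeronasal receptors, small RNAs and pseudogenes. Fewer than 24 genes passed that part at an adjusted p under 0.05 (19 did), and it was then applied at a nominal p under 0.05, as the rule provides. The genes of Fig. 2D were read from the figure. Of the list members that the rule takes only some are printed, and Mrpl42, Ddx21 and Ifit1 are among those left out.

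The procedure was tested on simulated data for 5 arrays against 5, drawn for 35556 probe sets with the means and spreads of the real ones, of which 200 were changed. At an adjusted p under 0.05 limma recovered 4%, 32%, 80% and 98% of those changed by 0.25, 0.5, 1 and 2 on the log2 scale, and at the thresholds of the methods 50%, 88%, 94% and 100%. Of the 35356 unchanged probe sets, 4 passed the adjusted p, and 1406 by limma and 1222 by the methods' t-test passed the thresholds of the methods.

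The alternatives set in advance were the methods' t-test, the brighter probe sets alone (mean above 4.74, 50% of them), cyclic loess between arrays, array weights, a trended and robust estimate of the spread, pool or single as a covariate, the single samples alone, the Y-linked genes less Xist as a covariate, the replicate number as a block, the mean of all probe sets of a gene and leaving out each array in turn. Added after the data were seen were the pools alone, probe sets with 1 gene alone, the arrays without Y-linked signal alone, and the methods' t-test on probe sets with 1 gene. Of the 126 ways to split 10 arrays into 5 and 5, 100 were drawn with a fixed seed to see how often a grouping that is not the real one gives results as large. The ESCAPE gene sets, the supplementary tables of pathways and probe sets with several genes, apart from those that hold Loxl2, Apoc2 and Mef2b, were not analysed by gene here, and some items are not reported here.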

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

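The effect of sex, of single arrays and of other groupings of the arrays was tested as planned before the results were seen, whereas the fits without the 3 arrays with Y-linked signal were chosen afterwards.

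The Y-linked genes had a mean log2 value of 6.64 in VD(−) replicate 1, 6.80 in VD(−) pool 1 and 5.31 in VD(−) pool 2, above the 2.25 to 2.56 of the other 7 arrays. The paper describes donor cells typed for Sry and pooled from males and females. Male cells in 3 VD(−) arrays may account for part of the difference between groups. As the whole cause of the 42 probe sets at an adjusted p under 0.05 the tables argue against it, since with the Y-linked genes less Xist as a covariate their median size in their own direction was 0.840, against 0.917 without it. Of the 42, 11 were called in both fits. Of the 31 whose call ended, 25 had a smaller size and a larger standard error with the covariate, 5 a larger size and a larger error, Fcer2a and Phyhip among them, and 1 a smaller size and error, and their medians went from 0.913 (standard error 0.118) to 0.823 (0.148). Of 100 groupings of the arrays 1, the real one, gave as many as 42 such probe sets and the highest other gave 1, so that chance is excluded for this count only if the 10 arrays are independent. The count includes the 19 probe sets that list no gene. Whether the pools hold RNA of the single mice is not known, and the single samples alone gave 1 such probe set and the pools alone 2. The Y-linked mean of VD(−) pool 2, 5.31, lay between that of replicate 1 and those of replicates 2 and 3. VD(−) replicate 1 and pool 1 were each other's most correlated array (r = 0.989). RNA of the same mice could give both, but so could other mice of both sexes, so the question stays undecided. Sex, donor and litter of the cells stay open as explanations for part of the 42 calls, the last 2 untested.

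The higher median of the oxidative phosphorylation genes in VD(−), 0.10, could come from several sources. Of 100 groupings, 13 gave a median as far from 0, the highest other 0.15, so chance cannot be excluded, nor can it for the 2089 probe sets past the thresholds of the methods, which 6 of 100 groupings reached with a highest other of 2427. The Y-linked signal varied only within VD(−), so a fit with it cannot separate sex from anything else VD(−) replicate 1 and both pools share. With the Y-linked genes less Xist as a covariate the median was 0.038, under 50% of its value, as either would give. Whether VD(+) replicate 1 alone carries it cannot be told apart, since without this array the median was 0.052, at the boundary of 0.0517 set for that test and within the standard deviation of 0.024 over the 10 fits without 1 array, a margin applied after the value was seen. An effect of vitamin D deficiency in utero on these genes was not excluded and is not shown apart from these.

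In 206 sets of 5 arrays, each a named gene, a gene list or a quality measure in 1 group, 19 had an array far from the other 4 by Dixon's test, and chance gives about 1 in 20. VD(+) replicate 1 accounts for 8 of them. Its deviations from the median array had the widest interquartile range, 0.296. It was lowest of its group in the mean log2 value of the mitochondrial ribosome (7.02), the tricarboxylic acid cycle (8.07), fatty acid oxidation (7.42), PPAR targets (6.69), MYC targets (8.55) and the proteasome (8.85), and in Ndufb5 (7.96). VD(+) replicate 3 was highest in Mylk3 (7.08) and lowest in Ndufs7 (7.49). VD(+) pool 2 was highest in Nupr1 (6.86), in Mt1 (9.85) and in the mean of the metallothioneins (7.05). In VD(−), replicate 1 was lowest in Igha (7.64), and replicate 2 was highest in the mean of exosome and ESCRT genes (8.00). VD(−) replicate 3 was highest in Jarid2 (7.65), Cd300a (7.85) and Nrf1 (7.06) and lowest in the mean of genes of alternatively activated macrophages (5.08).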

How the results depend on the processing

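The pools alone, probe sets with 1 gene alone, the fits without the 3 arrays with Y-linked signal and the methods' t-test on probe sets with 1 gene were chosen after the data were seen, and the other alternatives were planned. The count of probe sets at an adjusted p under 0.05 depended most on the setting. It was 9 by the methods' t-test, 1 in the single samples alone, 2 in the pools alone, 25 with the Y-linked genes less Xist as a covariate (called the sex covariate here), 12 without the 3 arrays with Y-linked signal and 7 to 43 without 1 array, against 42. Fewer arrays give fewer degrees of freedom, and for the other changes the cause was not tested. With the replicate number as a block it was 3, all lower, namely probe set 10421186 (adjusted p = 0.00131), that of Loxl2 and Gm21451 (adjusted p = 0.0231) and G530011O06Rik (adjusted p = 0.0357). The 13 genes past the adjusted p that the rule or the paper names did not pass there (adjusted p = 0.0596 to 0.289), and of the gene lists 16 passed against 17, where immediate early and stress genes had an adjusted p of 0.0613. The numbers do not pair the samples, since the correlations of the deviations over the 5 pairs ran from −0.052 to 0.061 and 2 of 10 arrays lay closest to the one of their own number. All 42 kept their sign in every fit on all probe sets. The thresholds of the methods gave 592 higher and 755 lower among probe sets with 1 gene alone and 408 and 694 by the methods' t-test there, and 591 lower in the brighter probe sets alone, where fewer were tested. Without 1 array they gave 774 to 1068 higher and 1017 to 1255 lower. The genes of Fig. 2D in the paper's direction at a nominal p numbered 7 in the single samples alone, 9 with the sex covariate, 6 in the pools alone, 5 without the 3 arrays with Y-linked signal and 12 to 16 without 1 array, against 17. Lower miRNA precursor probe sets numbered 5 in the brighter probe sets alone, 8 in the pools alone and 12 to 19 without 1 array, against 17. The log2 fold change of Jarid2 ran from −0.096 to −0.062 without 1 array. The oxidative phosphorylation median was 0.0375 (adjusted p = 0.333) with the sex covariate, 0.0364 (adjusted p = 0.229) without the 3 arrays with Y-linked signal and 0.0520 to 0.139 without 1 array, with an adjusted p from 1.28e-11 to 0.00159 in the last. Gene lists at an adjusted p under 0.05 numbered 11 with the sex covariate, 10 without the 3 arrays with Y-linked signal and 10 to 21 without 1 array, against 17. Of the 17, 5 passed in the same direction with the sex covariate, 9 in each fit without 1 array, 12 in the single samples and 13 in the pools. The gene lists otherwise kept direction and side of the threshold in 761 fits, gained the call in 23, lost it in 45 and turned in 73, and the named genes did so in 1111, 9, 140 and 6. Signal over background limits Ppargc1a and other dim genes, whose values lie below the array medians.

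Of values that turned, cyclic loess gave −0.0015 for Ppard and medians of −0.0123 for fatty acid oxidation, −0.0030 for polycomb repressive complex 2, −0.0175 for exosome and ESCRT genes and −0.0149 for heme synthesis. Array weights gave −0.0038 for exosome and ESCRT genes and 0.0037 for HSC markers, and the brighter probe sets gave −0.0230 for pro-B and pre-B markers. The pools alone gave 0.186 for Ppargc1a, −0.0035 for Nrf1, 0.0390 for miRNA biogenesis, −0.0091 for exosome and ESCRT genes, 0.0248 for erythroid and −0.115 for T and NK markers. The single samples alone gave −0.0076 for the tricarboxylic acid cycle, −0.0238 for fatty acid oxidation, −0.0185 for heme synthesis, 0.0191 for erythroid, 0.0311 for mature neutrophil and −0.0465 for pro-B and pre-B markers. The sex covariate gave −0.0364 for the tricarboxylic acid cycle, −0.0497 for fatty acid oxidation, −0.0217 for PPAR targets, 0.0730 for interferon-induced genes, −0.0098 for the cytosolic ribosome, −0.0117 for the proteasome, 0.0733 for immediate early and stress genes, 0.0363 for erythroid, 0.118 for mature neutrophil, −0.444 for pro-B and pre-B and −0.0739 for stroma markers. Without the 3 arrays with Y-linked signal these were, in the same order, −0.0339, −0.0547, −0.0429, 0.0231, −0.0145, −0.0074, 0.0260, 0.0348, 0.142, −0.382 and −0.0826, with 0.0015 for insulin signaling and −0.0621 for the Y-linked genes. Values that turned when 1 array was left out ranged from −0.0572 to 0.0661 for Ppard, −0.0316 to 0.0634 for fatty acid oxidation, −0.0159 to 0.0480 for polycomb repressive complex 2 and −0.0363 to 0.0390 for complex 1, and from −0.0223 to 0.0151 for exosome and ESCRT genes and −0.0194 to 0.0468 for heme synthesis. Among markers they ranged from −0.0389 to 0.0596 for erythroid, −0.0067 to 0.126 for early and −0.0768 to 0.0046 for mature neutrophil, −0.0585 to 0.114 for pro-B and pre-B, −0.0726 to 0.145 for T and NK, and −0.0124 to 0.0853 for eosinophil, basophil and mast cells. For these turns the cause was not tested.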

Differences from the paper's values

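The alternative settings were chosen before the data were examined, except those named as added after seeing the values. At a nominal p under 0.05 and the ratios of the methods, 939 probe sets were higher in VD(−) HSC recipient BM here, against the paper's 391 upregulated genes. Counted as probe sets, no setting chosen beforehand comes within 1.5 times the paper's value. The closest were 642 with the brighter probe sets alone and 690 with the methods' t-test. Lower were 1150 probe sets, against the paper's 657 downregulated genes. Of the settings chosen beforehand, the brighter probe sets alone (591) and the single samples alone (853) come within 1.5 times the paper's value, and the others, from 1017 to 1289, do not. Of those added after seeing the values, probe sets with 1 gene alone gave 592 higher, which still differs, and 755 lower, which does not. The methods' t-test on probe sets with 1 gene, also chosen after seeing the values, gave 408 higher and 694 lower, both within 1.5 times the paper's values. Counted as distinct genes, likewise after seeing the values, these are 396 and 679, and 494 and 627 by limma over all probe sets. The paper counts genes, and all of these gene counts lie within 1.5 times its values. The differences above are thus between counts of probe sets and counts of genes. Restricting to probe sets with 1 gene drops 3 genes the paper names, Loxl2, Apoc2 and Mef2b.

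The paper's RT-qPCR in recipient BM (n = 6 per group) is another assay, and its values are set here on the log2 scale as the negative of ΔΔCT from the source data, with the standard error of the paper's values. For Jarid2 the paper's value is −2.92 (SE 0.334), against a log2 fold change of −0.077 on the arrays. For Ppargc1a the paper's value is 4.53 (SE 0.319), against −0.11. For Nrf1 it is the paper's 4.32 (SE 0.219), against 0.083, and for Ppard the paper's 2.08 (SE 0.321), against 0.012. For Mef2b the paper's value is 5.52 (SE 0.483), against 0.26 for the probe set that lists Mef2b, Borcs8 and Gm45929. No setting chosen beforehand brings any of these 5 genes to the paper's value. In the source data, all 6 ΔCT values of Nrf1 in VD(−) equal those of Ppargc1a, and they differ from the listed CT of Nrf1 less that of the reference gene by up to 2.44. From the listed CT values the paper's data give 5.75 for Nrf1. Read by eye, the bars of the paper's figure show smaller changes for Jarid2 and Nrf1 than the source data do.

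The paper presents the Mef2 and PGC1α pathway as active in recipient BM. On the arrays Ppargc1a, Nrf1 and Ppard did not pass a nominal p, while the probe set that lists Mef2b, Borcs8 and Gm45929 had 0.26 and all 25 measured genes of Fig. 2D lay in the paper's direction. Jarid2 itself lay in the paper's direction, with an adjusted p of 0.810 by limma and an exact permutation p of 0.0159. By the methods' t-test its unadjusted p was 0.0184, but its ratio of 0.948 did not meet the methods' threshold of below 0.94.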

Other observations

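Further gene lists passed camera with the preset correlation in VD(−) HSC recipient BM, and none of them with an estimated one. Of 18 genes of the unfolded protein response 3 were higher at a nominal p and 0 lower, with a median of 0.094, among them Sdf2l1, an endoplasmic reticulum chaperone partner (0.36, SE 0.14), and Atf4, the transcription factor of the integrated stress response (0.16, SE 0.07). The adjusted p from camera was 0.00461, and the adjusted p with an estimated correlation 0.531. In the pools alone the median was 0.052 (adjusted p = 0.369), and without VD(+) replicate 1 it was 0.078 (adjusted p = 0.0510). All 9 measured megakaryocyte markers were below 0, with a median of −0.12 and 0 at a nominal p by limma, among them Vwf, which tethers platelets (−0.28, SE 0.13), and the integrin gene Itga2b (−0.25, SE 0.12). The adjusted p from camera was 0.0138, and the adjusted p with an estimated correlation 0.531. Without VD(+) pool 2 the median was −0.012 (adjusted p = 0.463), without VD(−) pool 1 −0.061 (adjusted p = 0.0949), and in the single samples alone −0.042 (adjusted p = 0.438). In the pools alone it was −0.27 (adjusted p = 0.00174), without VD(+) replicate 2 it was −0.18, and with the Y-linked genes less Xist as a covariate (the sex covariate) −0.13 (adjusted p = 0.296). Markers of marrow stroma had a median of 0.21 over 18 genes, with Lepr, the leptin receptor of stromal cells (0.33, SE 0.13), and the chemokine gene Cxcl12 (0.24, SE 0.10) at a nominal p. The adjusted p from camera was 0.00421, and the adjusted p with an estimated correlation 0.531. The median was 0.10 (adjusted p = 0.200) without VD(−) pool 1, 0.14 (adjusted p = 0.0510) without VD(+) replicate 1, 0.17 (adjusted p = 0.0909) in the single samples alone and −0.074 with the sex covariate.

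Of 4 metallothionein genes Mt1 and Mt2 were higher at a nominal p and 2 when adjusted over the list alone (median 0.20, adjusted p = 0.0678 from camera). The list passed without VD(+) pool 2 (0.24, adjusted p = 0.0389), VD(−) replicate 2 (0.24, adjusted p = 0.0286) and VD(−) replicate 3 (0.23, adjusted p = 0.0372). With the sex covariate its median was 0.085 (adjusted p = 0.665), and without the 3 arrays with Y-linked signal 0.041 (adjusted p = 0.883). Mt1 and Mt2, like Angptl4 and Fabp5 among the PPAR targets, are in the heat map of Fig. 2D, chosen on these arrays. PPAR targets had a median of 0.13 over 13 genes (adjusted p = 0.0272, and adjusted p = 0.531 with an estimated correlation), with Angptl4 and Fabp5 at a nominal p, and 0.045 (adjusted p = 0.253) without VD(+) replicate 1. The call was also lost without VD(−) replicate 1 (0.12, adjusted p = 0.0552), VD(−) pool 1 (0.12, adjusted p = 0.142) and VD(−) pool 2 (0.081, adjusted p = 0.0541), in the single samples alone (0.043, adjusted p = 0.181), in the brighter probe sets alone (0.15, adjusted p = 0.0539), with array weights (0.076, adjusted p = 0.0646) and with the sex covariate (−0.022). In the pools alone the median was 0.067 (adjusted p = 0.0276), and without VD(+) pool 1 it was 0.19. The proteasome had a median of 0.11 over 26 genes (adjusted p = 0.00560, and adjusted p = 0.674 with an estimated correlation), which was 0.019 (adjusted p = 0.498) without VD(+) replicate 1, 0.068 (adjusted p = 0.170) without VD(−) pool 1 and −0.012 with the sex covariate. Immediate early and stress genes had a median of −0.12 (adjusted p = 0.0413, and adjusted p = 0.531 with an estimated correlation), with the nuclear receptor gene Nr4a1 (−0.29, SE 0.09) and Egr2 (−0.36, SE 0.13) lower and the heat shock gene Hsph1 (0.47, SE 0.20) higher at a nominal p. The call was lost without VD(+) replicate 1 (−0.077, adjusted p = 0.209), VD(+) replicate 2 (−0.14, adjusted p = 0.0514), VD(−) replicate 1 (−0.096, adjusted p = 0.346) and VD(−) pool 1 (−0.10, adjusted p = 0.142), in the single samples alone (−0.13, adjusted p = 0.133), in the pools alone (−0.074, adjusted p = 0.0644) and with the sex covariate (0.073). Without VD(−) replicate 3 the median was −0.18. The list of 9 genes of vitamin D transport and response had a median of −0.018 (adjusted p = 0.724), with Vdr, the vitamin D receptor, at 0.24 (SE 0.10). The 3 Y-linked genes passed with a median of 1.90 (adjusted p = 5.14e-04, and adjusted p = 0.531 with an estimated correlation), which was 3.01 in the pools alone. The other lists did not pass camera. Their medians were 0.076 for glycolysis, 0.027 for the cytosolic ribosome, 0.051 for the cell cycle, −0.039 for miRNA biogenesis, 0.0015 for exosome and ESCRT genes, −0.074 for insulin signaling, 0.0084 for heme synthesis, 0.035 for hypoxia and 0.089 for genes of alternatively activated macrophages. Among cell markers they were −0.060 for HSCs, −0.0048 for erythroid cells, 0.082 for early and −0.047 for mature neutrophils, 0.040 for monocytes, −0.077 for dendritic cells, 0.079 for pro-B and pre-B cells, 0.080 for plasma cells, 0.055 for T and NK cells and 0.051 for eosinophils, basophils and mast cells. With the sex covariate markers of pro-B and pre-B cells had −0.44 (adjusted p = 1.39e-05), those of T and NK cells 0.28 (adjusted p = 1.35e-04), those of mature neutrophils 0.12 (adjusted p = 0.00655) and those of early neutrophils 0.16 (adjusted p = 0.0231), glycolysis had 0.14 (adjusted p = 0.0296) and hypoxia 0.092 (adjusted p = 0.0277). These calls rest largely on VD(−) replicates 2 and 3, since the Y-linked signal varied only within VD(−). Plasma cells had 0.15 (adjusted p = 0.0457) in the single samples alone, and mature neutrophils −0.11 (adjusted p = 0.0232) in the pools alone. In the brighter probe sets alone insulin signaling had −0.077 (adjusted p = 0.0264) and dendritic cells −0.085 (adjusted p = 0.0396), and by cyclic loess insulin signaling had −0.097 (adjusted p = 0.0259). A call was also gained without VD(+) replicate 2 by HSCs (−0.12, adjusted p = 0.0257) and dendritic cells (−0.12, adjusted p = 0.0249) and without VD(+) pool 1 by alternatively activated macrophages (0.12, adjusted p = 0.0356). Without VD(−) replicate 2 mature neutrophils gained one (−0.077, adjusted p = 0.0126). Without VD(−) replicate 3 the cytosolic ribosome (0.055, adjusted p = 0.0317) and insulin signaling (−0.094, adjusted p = 0.0150) did. Some medians came closer to no change in other fits. HSCs had −0.011 without VD(+) replicate 1 and dendritic cells −0.021 without VD(−) replicate 2. Alternatively activated macrophages had 0.0029 with the sex covariate, and plasma cells 0.029 without VD(−) pool 1. Of 100 groupings of the arrays 19 gave as many as 17 lists at an adjusted p under 0.05, the highest other 26, so chance cannot be excluded for this count.

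The paper reports lower immature miRNAs in recipient BM. Of 298 miRNA precursor probe sets on these arrays, 17 were lower and 2 higher at the thresholds of the methods, which ask a larger ratio of rises, and 17 lower and 7 higher at a nominal p alone, with a median of −0.034, and 0 passed an adjusted p under 0.05 by limma. The count of 17 lower was 5 in the brighter probe sets alone, 8 in the pools alone and 12 to 19 without 1 array. The camera p was 0.0220 with the preset correlation and 0.183 with an estimated correlation. Of 100 groupings 4 gave as many lower, the highest other 18, a share under 5% if the arrays are independent. The methods name a miRNA array, so these arrays are not shown to be the source of the paper's lower immature miRNAs. The paper's text names other miRNAs as mature forms, in assays of macrophage media or as mimics, and reports higher mature miRNAs in the media. Of their precursors here, Mir19b-1 had −0.83 (SE 0.17), Mir106b −0.56 (SE 0.13), Mir142 −0.51 (SE 0.18) and Mir331 −0.48 (SE 0.14). Mirlet7g had −0.44 (SE 0.13), Mir330 −0.34 (SE 0.08) and Mir125a −0.21 (SE 0.09). With the sex covariate Mir142 had −0.12 (adjusted p = 0.908). In the pools alone Mir331 had −0.17 and Mir125a −0.38, and in the single samples alone these had −0.68 and −0.095. In VD(−), Mir19b-1 ran from 2.68 to 3.50, Mir106b from 3.09 to 3.46, Mir331 from 2.99 to 3.58 and Mirlet7g from 3.45 to 3.83. These log2 values lie near the low end of the scale and are not shown to be above background. The size of these falls is therefore uncertain. For the genes of Fig. 2D, 1 of 100 groupings, the real one, gave as many as 17, the highest other 12, which tests nothing further, since the study chose them on these arrays.

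A last hypothesis was formed after the called genes had been seen, and both of its tests were chosen then. Among 18 genes at an adjusted p under 0.05 with a known place in the gene order of GRCm38.p6, 2 pairs lay within 20 measured genes of each other, Entpd4 (−0.89) with Phyhip (−0.57) on chromosome 14 and Mid1 (−0.99) with G530011O06Rik (−1.84) on chromosome X. A share of 0.036 of 10000 random draws gave as many pairs, the highest of them 4. Since the pairs had been seen before this test and its window were chosen, the share does not bear on a strain or donor variant near these genes, which stays a hypothesis. A change of the whole interval is argued against, since the 17 probe sets of genes placed between Entpd4 and Phyhip had a median log2 fold change of 0.010 (quartiles −0.058 and 0.068) against the −0.57 of Phyhip. Among them are the probe set of Loxl2 and Gm21451, which fell by 2.00, R3hcc1 at 0.50 and Bin3 at −0.42, while the 19 called probe sets that list no gene have no place here and are not counted. A difference in a few genes of the interval through genotype stays open, since the arrays hold no genotype, and so does an effect of vitamin D deficiency in utero.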
